# Metabolic differentiation of surface and invasive cells of yeast colony biofilms revealed by gene expression profiling

**DOI:** 10.1186/s12864-017-4214-4

**Published:** 2017-10-23

**Authors:** Jana Maršíková, Derek Wilkinson, Otakar Hlaváček, Gregor D. Gilfillan, Alexandru Mizeranschi, Timothy Hughes, Markéta Begany, Stanislava Rešetárová, Libuše Váchová, Zdena Palková

**Keywords:** *Saccharomyces cerevisiae*, Colony biofilms, Cell differentiation, Invasive cell subpopulation, Transcriptomics, Regulation of glycogen metabolism

## Abstract

**Background:**

Yeast infections are often connected with formation of biofilms that are extremely difficult to eradicate. An excellent model system for deciphering multifactorial determinants of yeast biofilm development is the colony biofilm, composed of surface (“aerial”) and invasive (“root”) cells. While surface cells have been partially analyzed before, we know little about invasive root cells. In particular, information on the metabolic, chemical and morphogenetic properties of invasive versus surface cells is lacking. In this study, we used a new strategy to isolate invasive cells from agar and extracellular matrix, and employed it to perform genome wide expression profiling and biochemical analyses of surface and invasive cells.

**Results:**

RNA sequencing revealed expression differences in 1245 genes with high statistical significance, indicating large genetically regulated metabolic differences between surface and invasive cells. Functional annotation analyses implicated genes involved in stress defense, peroxisomal fatty acid β-oxidation, autophagy, protein degradation, storage compound metabolism and meiosis as being important in surface cells. In contrast, numerous genes with functions in nutrient transport and diverse synthetic metabolic reactions, including genes involved in ribosome biogenesis, biosynthesis and translation, were found to be important in invasive cells. Variation in gene expression correlated significantly with cell-type specific processes such as autophagy and storage compound accumulation as identified by microscopic and biochemical analyses. Expression profiling also provided indications of cell-specific regulations. Subsequent knockout strain analyses identified Gip2p, a regulatory subunit of type 1 protein phosphatase Glc7p, to be essential for glycogen accumulation in surface cells.

**Conclusions:**

This is the first study reporting genome wide differences between surface and invasive cells of yeast colony biofilms. New findings show that surface and invasive cells display very different physiology, adapting to different conditions in different colony areas and contributing to development and survival of the colony biofilm as a whole. Notably, surface and invasive cells of colony biofilms differ significantly from upper and lower cells of smooth colonies adapted to plentiful laboratory conditions.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s12864-017-4214-4) contains supplementary material, which is available to authorized users.

## Background

Yeast biofilms and colonies are dynamic heterogeneous communities of differentiated yeast cells that exhibit specific spatio-temporal organization. The properties, fitness and functions of differentiated cells, on one hand, depend upon the precise environmental conditions at a cell’s location within the colony structure. On the other hand, the genetic/epigenetic traits of a yeast strain and the availability of nutrients help to shape the characteristics of the environmental niche during colony development. *Saccharomyces cerevisiae* strains adapted to high nutrient levels (particularly to high glucose) form smooth colonies of typical ovoid yeast cells that are tightly packed, with the colony growing on and above the surface of semisolid material such as agar. Wild *S. cerevisiae* strains (like other yeast, including pathogens) must cope with the stressful conditions of the natural environment and form colony biofilms with complex characteristics [1, 2]. The cells of these strains often perform a dimorphic switch, resulting in the formation of pseudohyphae that invade semi-solid surfaces. These cells produce extracellular matrix (ECM), which contributes to structuring the internal colony environment. Colony biofilms growing on agar medium are composed of an surface “aerial” part, of ovoid cells localized above the agar, and agar-invasive part, that primarily consists of pseudohyphae forming the “roots” that attach the colony to the substratum. Several functionally specialized cell types are formed from the early stages of biofilm formation and further develop and cooperate during colony growth. Some of these cells evolve protective mechanisms that appear to participate in the environmental resistance of colony biofilms. These mechanisms include expression of active multidrug resistance pumps, typically present in surface cell layers over the colony, and production of ECM in the colony interior [3]. Eventually, wild strains domesticate and begin to form smooth colonies similar to colonies of laboratory strains [4]. Different factors and processes such as adhesin Flo11p, ECM and changes in chromosomal copy number have been associated with this switch [5–8].

Genome-wide studies of cell subpopulations that were separated from smooth colonies of laboratory *S. cerevisiae* strains by gradient centrifugation or micromanipulation, revealed key information regarding the complexity of smooth colonies and the properties of, and mutual interactions among, the differentiated cells [9, 10]. However, similar information on colony biofilms is still missing, mostly because of the challenges of isolating invasive cells embedded in agar and ECM and of subpopulation cross-contamination. A few transcriptomic analyses have been limited to cells from surface parts [4, 7, 11]. To fill this gap in our knowledge, we have used a new method to isolate cells from colony invasive parts for extraction of RNA of sufficient quality for high-throughput RNA sequencing (RNA-seq). Genome wide transcriptional profiling revealed complex differences between surface (“aerial”) and invasive (“root”) cells with high sensitivity and reproducibility. These data, supplemented by assessing of functionality of identified processes and positioning of cells producing selected proteins within the colony structure allowed us to propose a model of the metabolic pathways that operate in root and aerial cells. Furthermore, we identified a major role for the Gip2p regulatory subunit of Glc7p phosphatase in glycogen accumulation in aerial cells. Comparison of novel data with previously identified characteristics of cells forming smooth, less structured colonies [9] shed new light on different lifestyles of yeast multicellular populations.

## Results

### Root and aerial cell separation and genome-wide transcription profiling

To elucidate the overall metabolic differences between aerial and root cells of colony biofilms formed by diploid wild strain BR-F, we used genome-wide transcription profiling. First, we developed a new technique to separate root (subsurface) cells from the agar and achieve sufficient purity to allow for efficient total RNA extraction (see Methods). We took advantage of the fact that colony biofilms growing on filters of certain porosity form typical morphology, including characteristic roots that invade through the filter into the agar, and produce similar levels of marker proteins to those in colony biofilms grown without filters (Fig. 1). This filter setup facilitates further transcriptomic analyses because it avoids cross-contamination of cell samples.

**Fig. 1:**
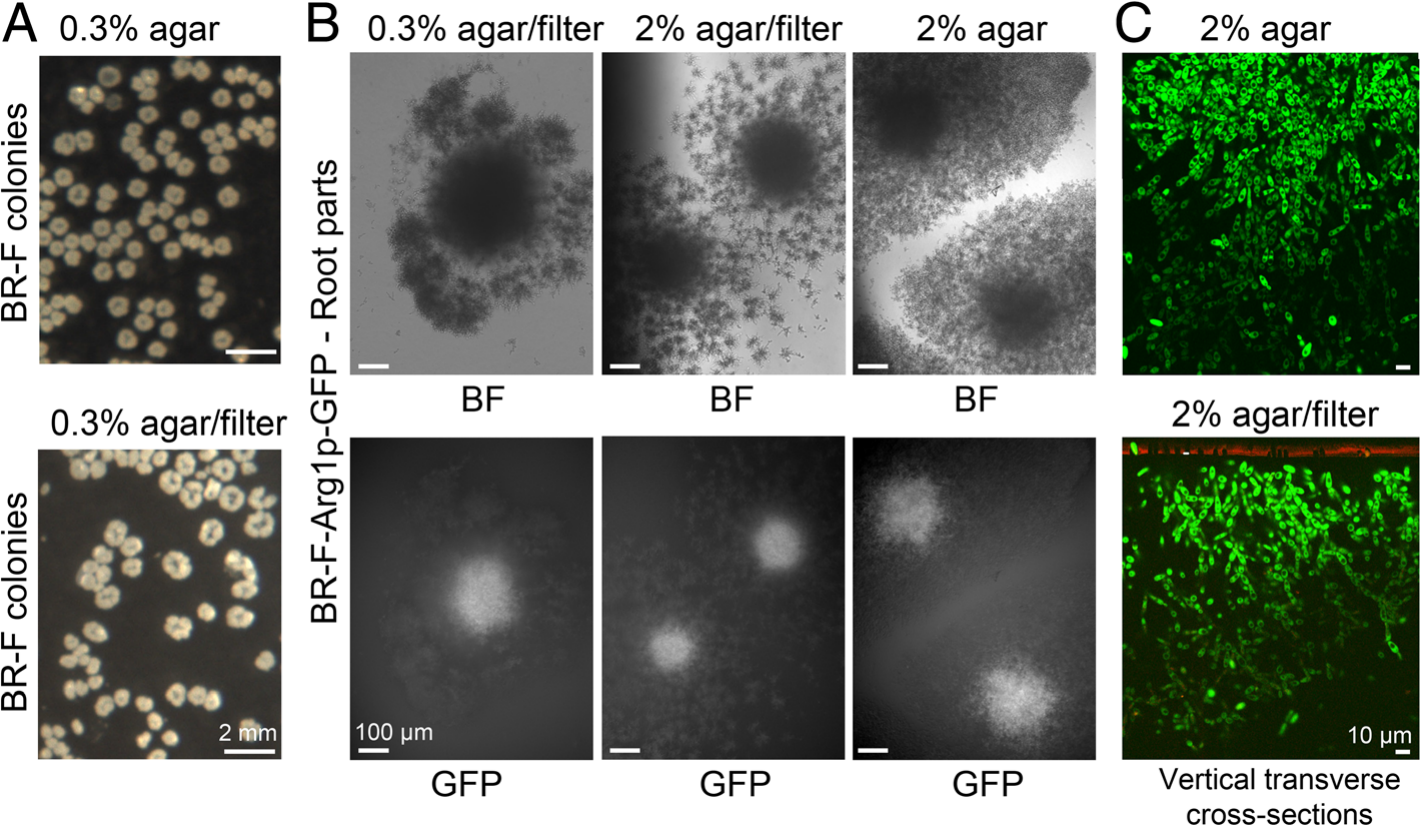
Morphology of colony biofilms cultivated on filters. **a** 3-day-old BR-F colonies cultivated on GMA medium with 0.3% agar in the absence or presence of a filter. **b** Aerial view of root parts of colony biofilms of the BR-F-Arg1p-GFP strain cultivated as in (**a**). BF, bright field; GFP, GFP fluorescence. **c** Side view of a vertical cross-section of root parts of colony biofilms of the BR-F-Arg1p-GFP strain cultivated as in (**a**) using 2PE-CM. Green, GFP fluorescence, red, filter autofluorescence

For the transcriptomic profiling described below, aerial and root cells were separated from 3-day-old colonies grown on filters. The RNA was extracted from three independent biological replicates of aerial and root samples. 

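Strand-specific RNA sequencing libraries from the 3 aerial and the 3 root samples of BR-F, a wild diploid S. cerevisiae strain, were compared. The paper's methods give membranes with a pore size of 5 µm and 1500 to 2000 cells spread per plate. The sample labels give 47 mm and 2000 to 3000 cells per plate. The authors mapped the reads to the SacCer3 genome with TopHat and counted them per locus on the stated strand with featureCounts, and the counts they deposited are not normalized. The counts summed to 13764726, 17095539 and 14708414 in aerial replicates 1, 2 and 3 and to 15749527, 16461048 and 15634538 in root replicates 1, 2 and 3. Protein-coding and lncRNA loci were tested together with edgeR's quasi-likelihood F test after TMM normalization, and p-values were adjusted by Benjamini-Hochberg over the 7971 loci that passed edgeR's filter on low counts. Every log2 fold change is root over aerial, so that a negative value is a higher level in aerial cells. A locus is called changed at a fold change of at least 2 and an adjusted p below 0.05. Levels are given as CPM, the counts scaled to the TMM-normalized library size, as mean ± SD over 3 libraries, and gene positions are those of R64. The paper's text does not say how reads matching several loci were counted. Of the 530 protein-coding genes looked up by name, 21 have a copy elsewhere in R64 that is at least 90% identical over at least 50% of the gene, and the counts of these genes are uncertain where reads could be split between copies.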

Each of the cell samples was harvested from at least 3000 colonies. 

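The table of counts has 10240 lines. A single line names no locus and holds 2 to 6 counts per library, and it was left out. The remaining lines list 6558 protein-coding loci and 3657 distinct lncRNA loci, and 24 lncRNA names occur more than once with different counts. At least 1 count was found for between 9768 and 9932 loci in each library. Replicates of the same cell type differed by more than counting error. The chi-square of the counts divided by its degrees of freedom was 29.6 to 45.7 for the pairs of root libraries and 145 to 361 for the pairs of aerial libraries, so no library duplicated another.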

The cDNA was prepared and sequenced using the Illumina HiSeq sequencing platform with strand-specific library preparations, yielding a high-quality, high-coverage transcriptome library with ~13.7-17 million sequencing reads per sample mapped to 10,240 loci of coding and noncoding RNAs or to intergenic regions of the yeast genome. For all replicates, more than 79% of reads mapped to the yeast genome (Fig. 2a), more than 57% of mapped reads aligned to nuclear genes, and 23% were mapped to long non-coding RNA (lncRNA) loci (Fig. 2b). Visual inspection, using the Integrative Genomic Viewer [12], of many randomly selected sites with genes on both strands confirmed that the strand information had been retained. 

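Of the reads counted on loci, 4.97% ± 2.90 (SD, n = 3) in aerial and 4.42% ± 0.682 (SD, n = 3) in root libraries fell on lncRNA loci (exact permutation test, two-sided, p = 0.900). Retrotransposon ORFs took 0.354% ± 0.0709 of the aerial and 0.439% ± 0.0378 of the root counts, again as SD over 3 libraries (exact permutation test, p = 0.200). With 3 libraries against 3 this test cannot give a p below 0.1. The lncRNA share was 8.18% in aerial replicate 1, 2.52% in aerial replicate 2 and 4.22% in aerial replicate 3, a wider spread than the 3.74% to 5.10% of the root libraries. A single lncRNA locus, CSCR1D4, took 4.32% of the counts of aerial replicate 1 and 0.907% of those of aerial replicate 2. When the 10 loci with most counts were left out, the lncRNA share fell to 1.69% in aerial and 1.49% in root libraries.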

Although a slightly lower percentage of aerial reads mapped to genes and slightly higher percentages mapped to lncRNAs and to retrotransposons (Fig. 2c), a 2-tailed Student’s t-test with unequal variance comparing the percentages of genes matching to different feature types produced a *p*-value of 1.0, indicating that the two cell types are not different in gross expression. 

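The distance between libraries was taken as the root mean square difference of log2 CPM over the loci tested. Aerial libraries lay 0.622 to 0.806 apart and root libraries 0.323 to 0.396, while aerial and root libraries lay 0.864 to 1.02 apart. The mean distance between the cell types was 1.82 times the mean distance within them. The ratio moved most with the Poisson distance of the counts without transformation, to 3.61. Among the aerial libraries, replicates 1 and 2 lay farthest apart (0.806), and aerial replicate 3 lay 0.622 from replicate 1 and 0.635 from replicate 2.

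**Figure D1:**
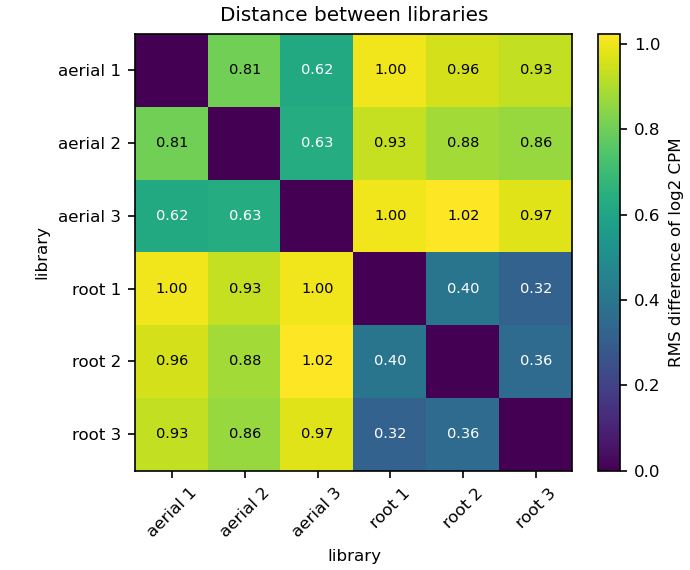
Distance between each pair of the 6 libraries, as the root mean square difference of log2 CPM, with the library on both axes and the distance as colour and number. The 3 distances between root libraries are the smallest, and every aerial library lies farther from every root library than from the other aerial libraries.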

Aerial replicate 3 appeared to be slightly different than the other two aerial replicates in terms of read mapping to different types of loci (Fig. 2a, b, d), but Student’s t-tests comparing replicate 3 to replicate 1 and replicate 2 returned a p-value of 1.0, indicating that the distributions are essentially similar. 

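Relative to the median of all protein-coding genes, the median log2 fold change was lowest on chromosome VI (-0.25) and highest on chromosome III (0.12), a range of 0.36 over the 16 nuclear chromosomes. Shuffling the genes among the chromosomes gave a range this large with p = 0.0155 (permutation test, 10000 shuffles), and the median range of the shuffles was 0.20. This comparison is across genes, which are not independent replicates. With DESeq2's shrunken fold changes the range was 0.30 (permutation test, p = 0.0116). In windows of 30 neighbouring genes the largest median in either direction was 0.68, on chromosome VIII from YHR044C to YHR072W-A. It lay below 0.76, the level that the largest window stayed under in 95% of 1000 shuffles of gene order (permutation test, p = 0.167), and 0 of 5392 windows exceeded that level. A shift smaller than that level could pass unseen, so these windows do not exclude a small change of copy number.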

Plots of the log ratios of expression levels for all genes in a chromosome (Additional file 1: Figure S1) show no extensive areas of generally upregulated or downregulated expression that would indicate the occurrence of gene duplication/loss in aerial or root cells.

**Fig. 2:**
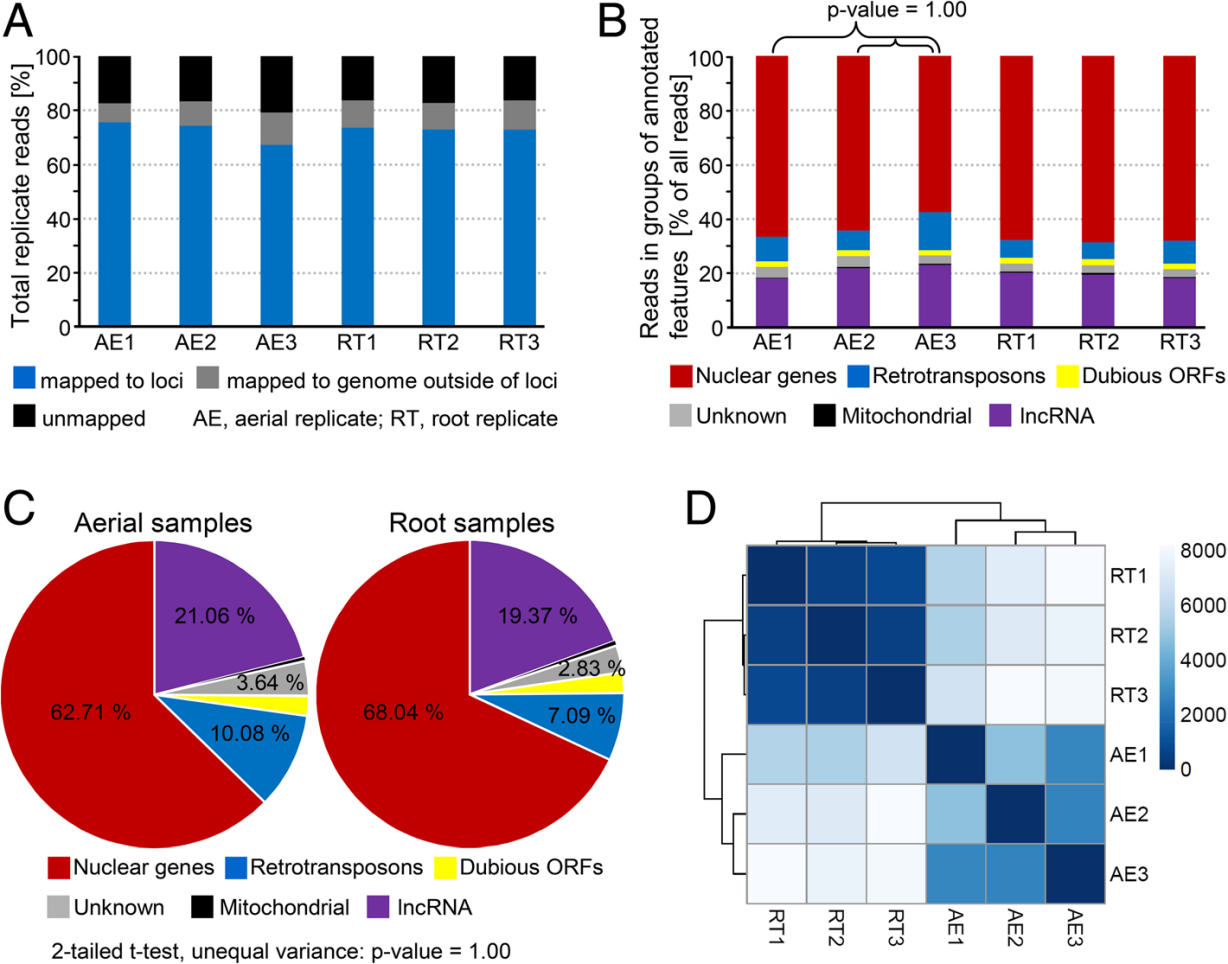
Read alignment statistics and counting results for individual replicates of aerial (AE) and root (RT) samples. **a** Percentages of reads mapping to annotated gene loci or intergenic regions and unmapped reads. **b** Percentages of reads mapped to lncRNA loci, mitochondrial loci, retrotransposons, loci encoding putative/unknown proteins, dubious ORFs and other nuclear loci. **c** Mean percentages of aerial and root sample reads mapped to different feature types. **d** Sample similarity map generated in R using the Bioconductor package; intensity of color is proportional to similarity, measured by Poisson distance

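Nuclear loci other than lncRNA and retrotransposon ORFs took 94.0% ± 3.23 (SD, n = 3) of the counts in aerial and 94.4% ± 0.666 (SD, n = 3) in root libraries (exact permutation test, two-sided, p = 0.900). Mitochondrial ORFs took 0.690% ± 0.344 and 0.750% ± 0.118 (exact permutation test, p = 0.800). These are shares of the reads counted on a locus, since intergenic reads were not used here. The mitochondrial share ranged from 0.358% in aerial replicate 2 to 1.05% in aerial replicate 1.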

On average, 62.7% of mapped aerial reads and 68.0% of mapped root reads (Fig. 2c) mapped to nuclear loci encoding characterized proteins and 10.1, 21.1 and 3.6% of aerial reads and 7.1, 19.4 and 2.8% of root reads mapped to retrotransposons, loci encoding lncRNAs and nuclear loci encoding putative proteins, respectively. The remainder (< 2.7% in each case) mapped to mitochondrial loci or to dubious ORFs.

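The filter on low counts kept 5873 protein-coding and 2098 lncRNA loci for testing. The median log2 fold change of all loci tested was -0.03. Another scaling moved this median most with upper quartile normalization, to -0.09. The libraries of the cell types did not overlap in CPM at 3868 loci (48.5%), against the 10% that chance gives for 3 libraries against 3.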

Differential expression results were generated for 10,218 loci (Additional file 2: Table S1). Small fold changes between cell types (even if statistically significant) are of limited interest, so we focused on genes with expression fold changes of two or greater in the differential expression results. We found 1245 differentially expressed protein-coding genes with a *p*-value of 5% or less. Of these, 1197 retain significance when adjusting for multiple testing with a false discovery rate (FDR) of 5% and 714 genes remain when applying the most stringent Bonferroni correction (Additional file 2: Tables S2 and S3). 

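A fold change of at least 2 with an unadjusted p below 0.05 in edgeR's quasi-likelihood test was found for 1326 protein-coding loci. Leaving out each library in turn gave 1193 to 1524. The count moved most when the quasi-likelihood test was replaced by a test against a fold change of 1.2, with no cutoff at 2-fold, to 2371 loci.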

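After Benjamini-Hochberg adjustment 1245 protein-coding loci were called changed, 709 higher in root and 536 higher in aerial cells. DESeq2 with shrunken fold changes called 1222, of which 1167 were called by both tools. Over the fits that each left out a library, the most calls were found without aerial replicate 2 (1487) and the fewest without root replicate 1 (899). The Bonferroni threshold of 6.27e-06 was passed by 60 protein-coding loci in edgeR's test, a count that depended on the test and on single libraries. It was 712 with DESeq2, 220 without aerial replicate 2 and 10 without root replicate 1.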

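Among the lncRNA loci, 409 had a fold change of at least 2 with an unadjusted p below 0.05, 348 were called after Benjamini-Hochberg adjustment and 4 passed the Bonferroni threshold of edgeR's test. Of those called, 197 were higher in aerial cells and the others in root cells. The number higher in aerial cells was 101 without root replicate 2. DESeq2 with shrunken fold changes called 338, 303 of them shared, and placed 73 past its own Bonferroni threshold. Requiring 10 counts in every library gave 198 calls. Single libraries decided these counts, which went from 186 calls without root replicate 1 to 438 without aerial replicate 1. The Bonferroni count was 0 without aerial replicate 3 and without any of the root replicates, fits in which at least 407 lncRNA loci had an unadjusted p below 0.05. Among the loci that rose most in root cells, XUT_4F-194 had a log2 fold change of 2.79 (standard error 0.35), SUT1395.2 of 2.48 and antisense_PUS9 of 2.44. In the opposite direction stood MUT1539.1 at -3.83 (standard error 0.50) and MUT1044.1 at -3.50, while MUT1473.1, with at most 3 counts in each root library, was at least 9.70-fold higher in aerial cells. The adjusted p of these lncRNAs was at most 0.00280.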

The equivalent results for lncRNA are 420 (p-value <5%), 229 (adjusted *p*-value less than 5% FDR), and 68 (Bonferroni correction: p-value <4.8E-06) [13].

The unusually large number of genes that remain significantly differentially expressed after correction for multiple testing is the result of the substantial transcriptomic differences between these cell types and of our experimental procedures and design. The cell separation method with three replicates for each cell type and very deep sequencing of the samples likely significantly contributed to the robustness of our results to correction for multiple testing. 

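In the sequencing libraries, the 5 genes probed as aerial markers had log2 fold changes of -2.65 to -1.97, all with adjusted p at or below 0.00977. RGI2 (YIL057C, chromosome IX, 247902 to 248396) was at 2232 ± 692 CPM (SD, n = 3) in aerial and 355 ± 111 CPM in root libraries, a log2 fold change of -2.65 (standard error 0.35, adjusted p = 0.00130). SIP18 was the least certain, at -2.24 (standard error 0.49), and its adjusted p rose to 0.0528 without root replicate 2. Apart from HXK2, the genes probed as root markers were ARG1, GDH1, RPL9A, ASN1, SAM1, AGP1, MAE1 and SHM2. Their log2 fold changes were 2.31 to 3.26, with adjusted p at or below 0.00221. ARG1 (YOL058W, chromosome XV, 219211 to 220473) rose from 212 ± 47.9 CPM in aerial to 2033 ± 379.8 CPM in root libraries, a log2 fold change of 3.26 (standard error 0.29, adjusted p = 0.000444). RPL9A shares 94.2% identity with RPL9B, so its value is uncertain. The control VMA1 had a log2 fold change of 0.49 (standard error 0.25, adjusted p = 0.168), below the 2-fold threshold and not past the adjusted threshold.

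**Figure D2:**
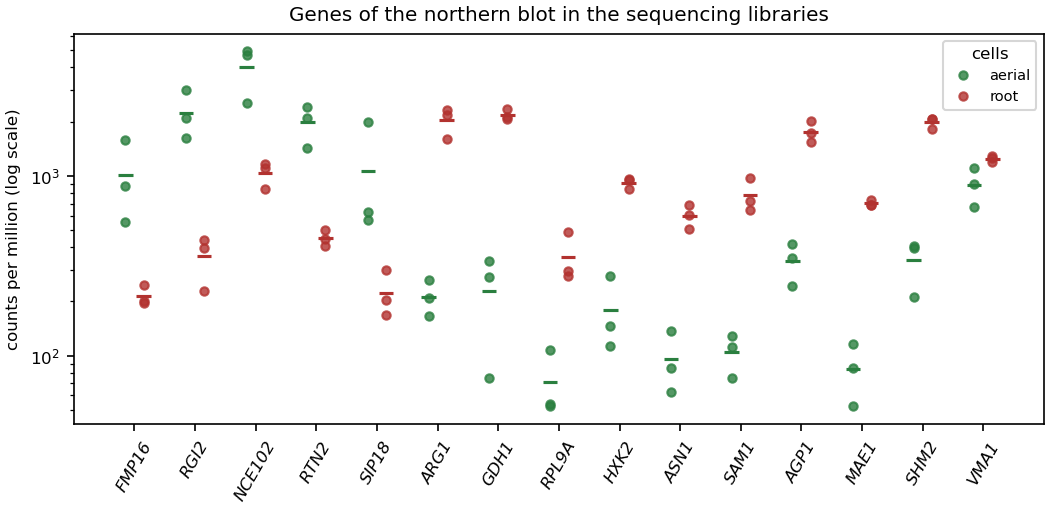
CPM on a log scale (vertical axis) of the 15 genes of the northern blot (horizontal axis), with a point for each of 3 aerial and 3 root libraries and a bar at the mean. The CPM of the cell types overlap for none of the 15 genes, and VMA1 differs least.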

The aerial-root differences in expression (Additional file 2: Table S1) of selected genes were confirmed by northern blot hybridization (Fig. 3a) and production of selected proteins by GFP tagging and microscopy (Fig. 3b).

**Fig. 3:**
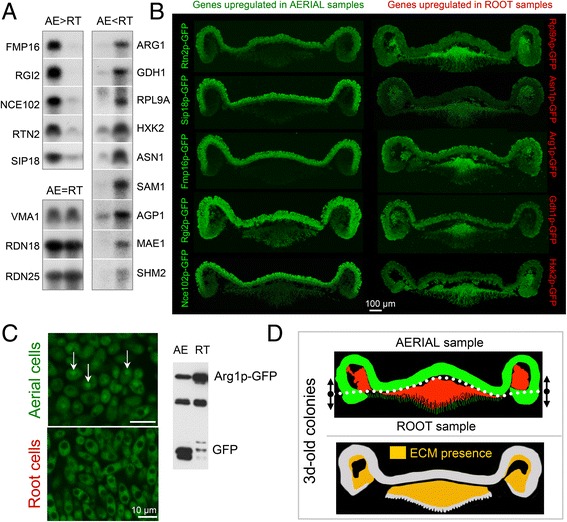
Analyses of marker genes and proteins and functions of selected processes in aerial and root cells. **a** Northern blot analysis of selected RNAs with higher expression in aerial (AE) and in root (RT) samples, identified by RNA seq. *VMA1*, *RDN18* and *RDN25* are unregulated controls. **b** Levels of GFP-labeled proteins (expected to be more highly expressed in aerial or root samples based on the expression data) in 3-day-old colonies of respective BR-F derived strains (Additional file 2: Table S7). Vertical cross-sections of colonies were analyzed by 2PE-CM. Green, GFP fluorescence. **c** 2PE-CM of aerial and root cells of 3-day-old BR-F-Arg1p-GFP colonies (left). Western blot (WB) of Arg1p-GFP from aerial (AE) and root (RT) cells (right). In aerial cells, autophagy is active and cytosolic Arg1p-GFP is delivered to vacuoles (indicated by white arrows) (left) and degraded as indicated by free GFP in WB (right). **d** Model of localization of cells with aerial features (in green) and root features (in red) in 3-day-old colony biofilms based on the levels of GFP-labeled proteins in different colony areas as shown in B. Dotted white line indicates border between cells collected as aerial cells and root cells (upper panel). One feature of this model is a spatial overlap between cells with root features and cells embedded in ECM and between cells with aerial features and ECM-free cells, as described in [3]; ECM is indicated by yellow color in the lower panel of the scheme (reprinted from [3])

Next, we performed global functional characterization of the differentially expressed genes using Gene Ontology (GO) analysis and hierarchical clustering, further controlled and modified by manual assessment of individual gene functions based upon information in the SGD (http://www.yeastgenome.org/) and the literature. This complex analysis revealed different biological processes to be upregulated in aerial or root subpopulations as compared with the opposite subpopulation, i.e., upregulated in aerial versus root and vice versa (Table 1, Fig. 4). It is worth noting here that the term “upregulation” of gene expression used throughout the text is always relative to the opposite subpopulation and does not imply that a gene-expression difference is due to an increased rate of transcription in one subpopulation or decreased rate in the other. 

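The 402 genes that Table 1 names individually were looked up among the loci tested. All 402 changed in the direction listed, and 395 (98.3%) were called over all loci tested. With p-values adjusted over the list alone, 401 were called. The lists were chosen by the study on these same libraries, so these counts are not independent evidence. All were called with DESeq2, and the share fell most without root replicate 1, to 78.1%, with the direction of every gene unchanged in that fit.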

In general, root-upregulated genes are enriched for genes involved in metabolic processes. 

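Gene sets were defined by gene symbol before the data were examined, as were the tests and the alternatives unless stated otherwise, and were tested with limma's camera. The median log2 fold change was 1.46 over 137 cytosolic ribosomal proteins (adjusted p = 2.75e-31 over the 14 sets), 1.26 over 72 ribosome biogenesis factors (adjusted p = 1.17e-14) and 1.19 over 18 subunits of RNA polymerases I and III (adjusted p = 1.39e-06). Every member of these sets was higher in root cells, and 127, 42 and 10 were called, or 127, 56 and 11 when adjusted over the list alone. Copies were searched for only among the genes looked up by name. Single ribosomal protein genes are therefore uncertain where reads could be split between near-identical copies, as for RPL9A. The median of the ribosome biogenesis factors depended on single libraries, at 1.94 without aerial replicate 2 and 0.99 without aerial replicate 3. Amino acid biosynthesis genes had a median of 1.07 (adjusted p = 1.37e-15), with 78 of 86 higher in root cells. Purine and pyrimidine biosynthesis genes had a median of 1.41 (adjusted p = 9.83e-10), with 23 of 24 higher. Mitochondrial ribosomal proteins moved little, with a median of 0.25 (adjusted p = 0.0215), which fell to 0.05 without aerial replicate 1 (adjusted p = 0.593). Over all 14 sets camera placed 11 past the threshold at its preset correlation of 0.01. With the correlation estimated from the libraries only autophagy stayed past it, with an adjusted p of 0.0271 (range over the alternatives 3.35e-10 to 0.0271). The rotation test fry kept all of the 11 but mitochondrial ribosomal proteins (0.257) and the proteasome (0.0787). Other splits of the 6 libraries into 3 and 3 placed 8 to 11 sets past camera's threshold, against the 11 of the aerial/root split. With fry they placed 0 past it, against 11, and 0 had an unadjusted p below 0.05 in fry. Every other split mixes both cell types in each group and keeps part of their difference, so these counts do not measure chance.

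**Figure D3:**
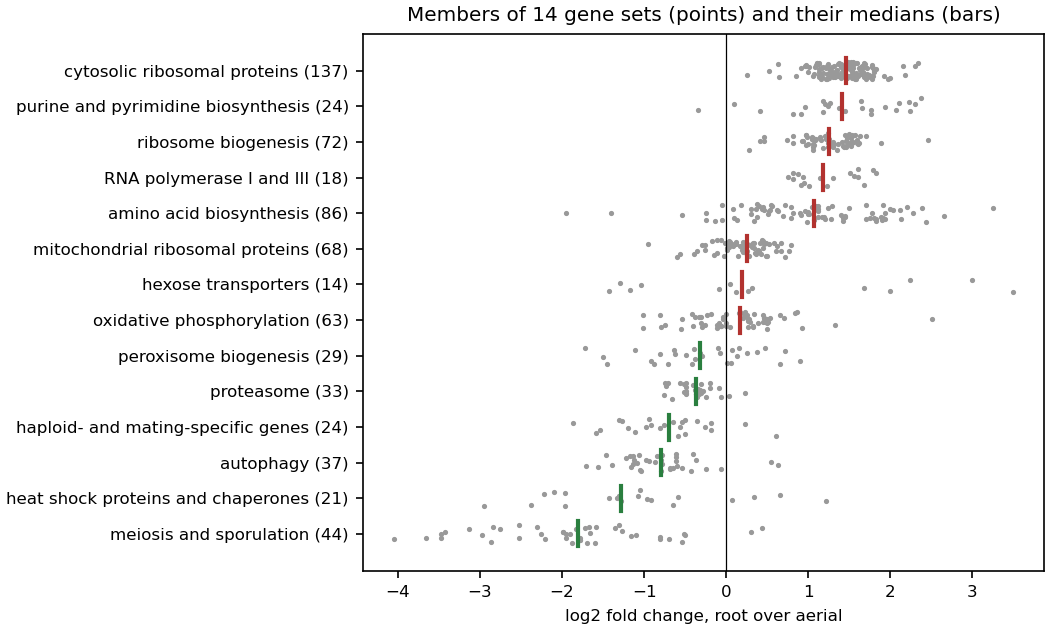
Log2 fold change, root over aerial (horizontal axis), of the members of 14 gene sets (points) with the median of each set (bars), with the number of genes tested in brackets. Sets of ribosome and biosynthesis genes lie to the right of 0, and meiosis, chaperone and autophagy genes to the left.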

The major gene groups upregulated at least two-fold almost exclusively in roots are involved in ribosome biogenesis or structure (259 genes), translation (62 genes), amino acid (69 genes) and purine/pyrimidine (24 genes) biosynthesis. In contrast, the largest groups of genes upregulated exclusively in aerial parts include genes involved in meiosis and sporulation (134 genes), in stress responses (37 genes) and in protein degradation (29 genes, mainly autophagy and the ubiquitin-proteasome system). These differences and other differences in gene expression, discussed below, indicate that cells of the root subpopulation activate numerous biosynthetic processes and aerial cells decrease synthetic processes and reprogram their metabolism to cope with starvation and different stresses.

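The set of meiosis and sporulation genes had a median log2 fold change of -1.80 (camera, adjusted p = 3.48e-16), with 42 of 44 genes higher in aerial cells and 33 called, or 36 when adjusted over the list alone. Heat shock proteins and chaperones had a median of -1.28 (adjusted p = 3.08e-06), with 17 of 21 higher in aerial cells. HSP150 went the other way and was called higher in root cells. Proteasome genes shifted less, with a median of -0.37 (adjusted p = 0.00128), and 0 of 33 were called. Of these genes, 10 had an unadjusted p below 0.05 in edgeR's test, and 31 were higher in aerial cells.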

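The largest changes lay in both directions. In root cells PHO84 (YML123C, chromosome XIII, 24037 to 25800) rose from 41.6 ± 19.0 CPM (SD, n = 3) to 546 ± 83.4 CPM, a log2 fold change of 3.71 (standard error 0.35, adjusted p = 0.000476). YMR244W followed at 3.51 (standard error 0.38), HXT4 at 3.50 (standard error 0.23) and GDH1 at 3.26 (standard error 0.50). In aerial cells MER1 (YNL210W, chromosome XIV, 250931 to 251743) reached 17.3 ± 1.95 CPM against 1.04 ± 0.571 CPM in root cells, a log2 fold change of -4.05 (standard error 0.36, adjusted p = 0.000444). ECM11 and REC114 both had a log2 fold change of -3.66, with standard errors of 0.46 and 0.20. YMR307C-A had at most 2 counts in each root library and was at least 7.36-fold higher in aerial cells. Of the 1593 loci of both classes called changed, 1558 had no overlap of CPM between the cell types. From the groups of genes higher in each cell type, the paper reasons that root cells run many biosynthetic pathways, and that aerial cells lower synthesis and turn their metabolism to starvation and stress.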

**Table 1:** Functional grouping of differentially expressed genes in aerial and root cells

	Genes more highly expressed in aerial cells	Genes more highly expressed in roots
Metabolism		
Amino acid metabolism	CAR1, GAD1, ARO9, ARO10	69 genes
Purine, pyrimidine synthesis		24 genes
Glycogen/trehalose	GLG2, GDB1, GPH1/TPS1, TPS2, TSL1, IGD1	
Nitrogen metabolism - other/Glycolysis, gluconeogenesis/Pentose phosphate shunt/ TCA, glyoxylate cycle/Carbohydrate metabolism - other/ Respiration, OxPhos/Cofactor, vitamins/Lipid metabolism	FBP26, ENO1, HXK1, PGK1, TDH1/GND2, NQM1, PRM15, SOL4, TKL2, YEF1 / IDP3, YPL113C/ALD2, ALD3, AMS1, FDH1, GAL7, GRE3, NCA2, SYM1, XKS1, XYL2, YDL124W, YIG1, YJR096W/COQ4, COA4, SHH4, RCF1, MCR1, NDE2/PCD1, THI4, THI11, YNL200C/AYR1, CTA1, ETR1, HES1, HMG2, HFD1, OPI10, SRT1, TGL1, FAA2, FOX2, POX2, POT1	DUR1,2, DAL1, DAL2, DAL3/FBP1, HXK2, PFK27/ TKL1, RKI1, SHB17/ACO2, CIT2, ICL1, MAE1, MLS1/ACS2, ACH1, ADH1, ADH3, ADH5, ADH6, ALD5, ALD6, DLD2, DLD3, GPI18, IMA5, MNN1, MTD1, PCS60/COQ2, CYC1, HEM1, HEM13, OYE2, Q0085, RCF2 YAH1/BUD16, BUD17, HEM3, ISU2, PAN6, PHO3, SPE4/CDS1, ERG3, ERG4, OLE1, SCS3, SUR2, SUR4
Transport		
Amino acids / purine, pyrimidine		AGP1, BAP2, BAP3, CAN1, DIP5, GAP1, HIP1, PUT4, SAM3, TAT1, TAT2, YMC1, YMC2 / FCY2, FCY22, FUI1, FUR4
Nitrogen - other		ATO2, DAL4, DUR3, MEP1, MEP2, MEP3, TPO1
Other transport: Sugars/Carbohydrates - other/Other ions/Others	GAL2, HXT5, HXT6, HXT14, YDL199C, YFL040W, VPS73/ − / CTR3, PMA2, MFM1, ADP1, PRM6/BPT1, PDR10, PDR18, PXA1, PXA2	HXT1, HXT2, HXT4, HXT13, HXT17/CRC1, CTP1, MPC2, JEN1, OAC1, ODC2, SFC1, VTC1, YAT1, YAT2, YHM2 / AST1, ENB1, FET3, FSF1, FTR1, GDT1, IZH4, MIR1, MMT1, PHO84, PHO88, PHO89, PMA1, PMP2, SIT1, ZRT1, ZRT2 / ANT1, AQR1, AQY2, ATR1, GDA1, GGC1, HNM1, OPT2, PET9, PRY2, PDR5, PTR2, RSB1, THI7, TNA1, VRG4
Meiosis, sporulation	134 genes	
Cell wall (assembly, integrity)	DAN4, YGP1	CIS3, CRH1, FIT2, FKS1, GAS1, HSP150, KTR2, PUN1, SCW10, TOS1, TOS6, UTH1, UTR2, YPS3,
Protein targeting		
Endocytosis, vesicle sorting/Mitochondria/Nucleus/Peroxisome	BTN2, COS4, EMP46, ERV29, GGA1, LSP1, ROD1, SIP3, SNX41, ERP3 / − / POM33/ PEX18, PEX22, PEX1	ART5, COS10, EMP70, MRS6, RTT10, YIP1/OXA1, PAM18/ BCP1, KAP123, NMD5, PSE1
Protein degradation		
Autophagy/ Ubiquitin, proteasome/ Other	ATG2, ATG3, ATG7, ATG8, ATG9, ATG14, ATG16, ATG17, ATG34, ATG39, YOR152C/ GID COMPLEX: FYV10, VID22, VID28, VID30, RMD5; ASI1, CUZ1, ECM29, HUL4, RRI2, SAF1, UBC11, UBP2, UBR2, YUH1/ PAI3, PRD1, YBR139W	−/RFU1/−
General transcription		16 genes
General translation/tRNA production, Modification/Ribosome proteins/ Biogenesis	−/SOL1/−/RNP1, SRD1	27 genes/35 genes/127 genes/132 genes
Regulation		
Transcription/Chromatin remodeling/ Translation, mRNA export, degradation/ Signaling	AZF1, CRF1 GCR1, MSA2, NRM1, XBP1 / ASF2, EPL1, ESC8, HST4, RIF1, RTT109, SPT21, SWI1/ HEF3, STO1, NGR1, MIP6 / AXL1, BEM4, BMH2, CYR1, FAR1, GIP2, HO, HYM1, KSP1, NNK1, PBP2, PHO92, PIG1, PIG2, PKH2, PRR2, RAD53, STE3, STE18, TEL1, TFS1, TPK1, TPK2, VHS3, VPS15	ARG80, CAF16, NRG1, SUT1, SUT2, VHR2 / FPR4, NPT1, SMP1, TOD6/ YIH1, ASC1, ANB1, DPH1, JJJ3, DPH2, ADF1, CAF20, CDC33, DPH5, DYS1, EFM1, EFM2, EFM4, GCD7, GCN3, LIA1, PUF6, RBG1, RRT2, SUP45, TEF1, TIF1, TIF5, TMA19/ PPT1, SPL2, INM1, YVH1
Stress response		
Protein folding/Oxidative stress/Dessication/Other stress	ECM10, HSC82, HSP104, HSP26, HSP42, HSP78, HSP82, SSA1, SSA3, SSA4, SSE2, STI1, TMA17/CTT1, GPX1, GTO1, TRR2, RNY1/GRE1, SIP18, STF2/DCS2, DDR2, ECM4, GLO1, GTO3, HSP33, SED1, SNO4, SPG1, SPG4, YJL144W, YKL151C, YRO2/MSH2, PHR1, ULP2	EMC6, PAC10/ CCS1, FRM2, GPX2, SRX1, TRR1/−/−
Others	34 genes	6 genes
Unknown/dubious	158 genes	85 genes

**Fig. 4:**
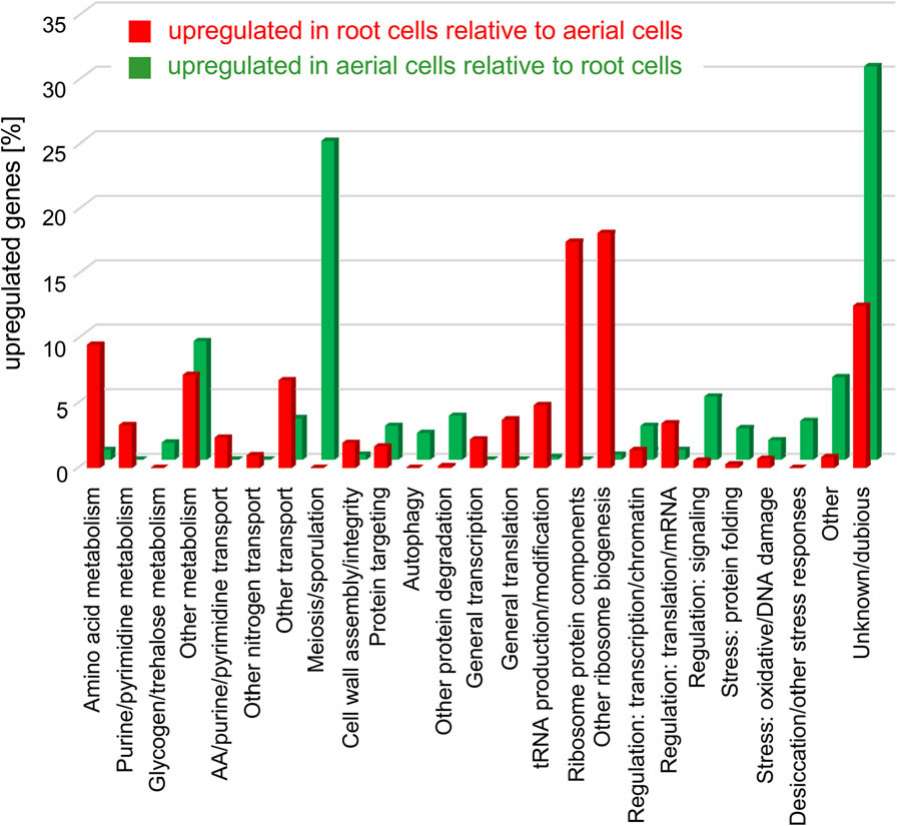
Functional gene groups, upregulated in aerial and in root cells. Following manual annotation, coding genes that were upregulated (at least two-fold and with a *p*-value <0.05) in root or in aerial cells were clustered according to functional group and the percentages of upregulated genes in each group were calculated

### Specific pattern of aerial and root cell proteins in colony biofilms

Based on the transcriptomic profiling, we selected genes that were more highly expressed in either aerial or root cells and analyzed the levels of their protein products labeled with GFP in colony biofilms using colony cross-sectioning and two-photon excitation confocal microscopy (2PE-CM) (Fig. 3b). In agreement with the expression data, the levels of most of the GFP-labeled proteins differed significantly in aerial and root parts. However, the differences between aerial and root parts for proteins encoded by aerial-upregulated genes were generally higher than predicted by the transcriptomic data whereas differences in root-marker genes were often lower than predicted. The aerial:root protein ratios were roughly estimated based on fluorescence microscopy because our attempt to prepare root samples suitable for reproducible protein quantification was unsuccessful due to traces of medium in the samples (not shown). Northern blot hybridization confirmed expression data (Fig. 3a), so differences in protein levels indicate reduced efficiency of mRNA translation or increased protein degradation in roots than in aerial cells.

2PE-CM analysis confirmed specific complementary localization patterns of cells expressing proteins encoded by “aerial” genes and those encoded by “root” genes (Fig. 3d) and revealed further details of localized expression. As expected, cells producing “aerial” proteins localize predominantly to aerial parts of colonies but most of the “aerial” proteins are also abundant in a tiny cell fraction at the tips of the roots that invade the agar but not in cells within the cavities of aerial parts. In contrast, cells expressing abundant “root” proteins localize mainly to the upper part of the root area and to cavities of aerial parts. In addition, most of these proteins are not present (or are very scarce) in cells at the tips of the roots.

### Biosynthetic processes and transport of metabolites in root cells

Upregulation of a large group of genes involved in amino acid metabolism and genes encoding different amino acid transporters is a prominent characteristic of root cells (Fig. 5, Table 1). 

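All 93 genes that Fig. 5 shows for amino acid and nucleotide biosynthesis in root cells were called higher there, with log2 fold changes from 1.04 to 3.26 and a median of 1.66. The 13 amino acid transporters of Table 1 were called as well, from 1.03 to 2.41. AGP1 (YCL025C, chromosome III, 76018 to 77919) stood at 336 ± 86.2 CPM (SD, n = 3) in aerial and 1753 ± 233 CPM in root libraries. The adjusted p of some biosynthesis genes passed 0.05 when a library was left out, reaching 0.110 for GLN1 without root replicate 1, 0.105 for MET6 without root replicate 1, 0.0979 for LEU4 without root replicate 1, 0.0677 for URA2 without root replicate 2, 0.0639 for MET1 without root replicate 1 and 0.0532 for PRO1 without aerial replicate 3. Among the transporters it was 0.106 for PUT4 without root replicate 1.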

The transporters differ in specificity, capacity, and thus in ability to import specific amino acids present at varying quantities in the growth medium, from high concentrations to traces. To distinguish whether root cells accumulate free amino acids or utilize them for protein biosynthesis, we extracted amino acids from aerial and root cells of 3-day-old colonies and quantified the amino acids using HPLC. The results (Additional file 1: Figure S2) showed that intracellular amounts of free amino acids are similar in aerial and root cell subpopulations. This finding supports the second alternative, which is further supported by the higher expression of a large group of genes involved in ribosome biogenesis and other ribosomal functions specifically in roots (Table 1). Thus, the data indicate that both synthesized and imported amino acids are rapidly used for protein biosynthesis and biomass increase in roots.

**Fig. 5:**
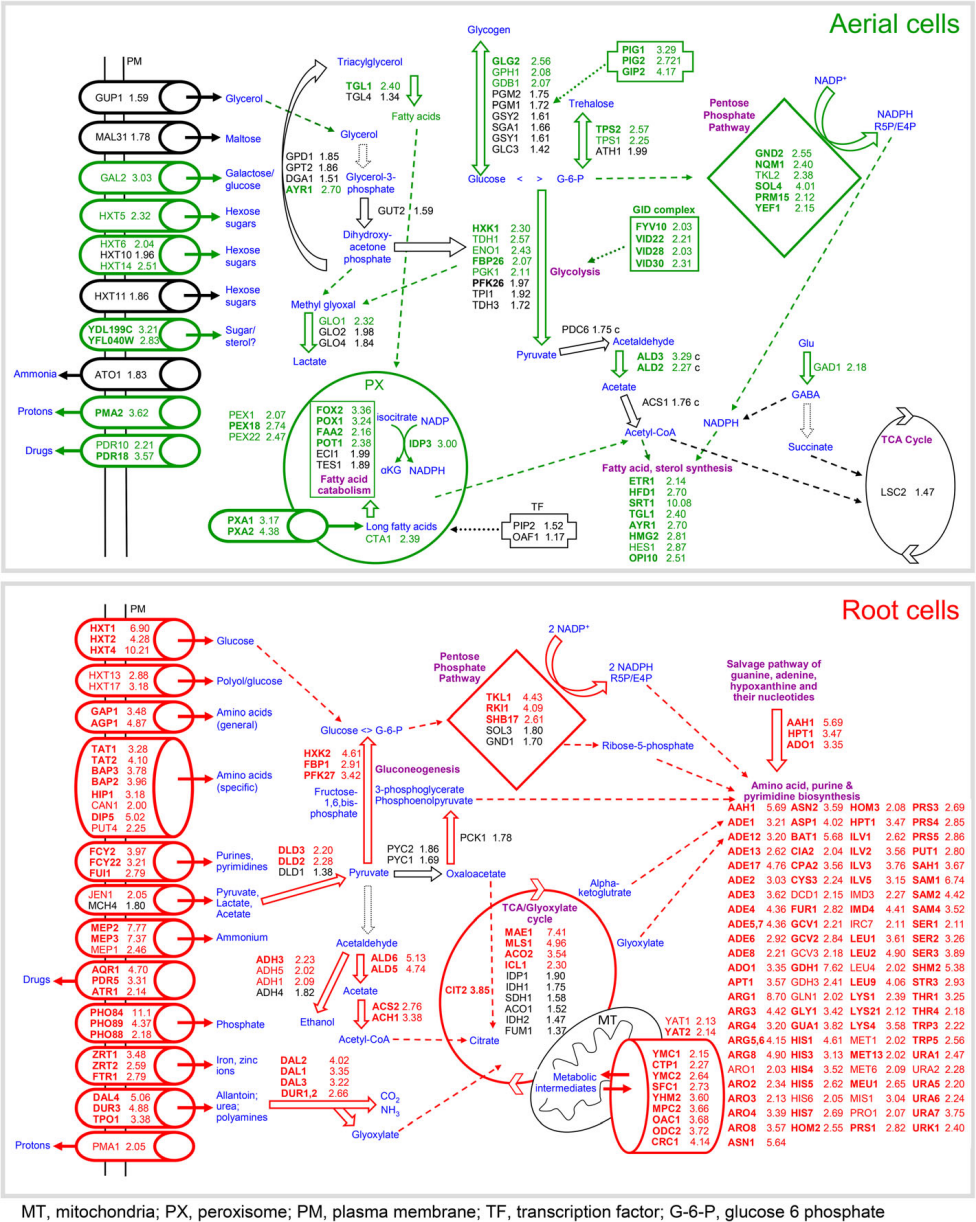
Model of metabolic processes upregulated in aerial and in root cells. Gene and metabolic pathway information from Yeast Pathways (http://pathway.yeastgenome.org/), from SGD (http://www.yeastgenome.org/) and the literature was used to identify upregulated metabolic pathways and groups of transporters in both cell subpopulations and construct model schemes representing metabolic differences between aerial and root cells. Differentially expressed genes that were found to be significantly differentially expressed even after application of the Bonferroni correction for multiple testing are shown in bold

The metabolic genes upregulated in roots include genes with roles in specific branches of carbohydrate metabolism (Fig. 5). 

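FBP1 (YLR377C, chromosome XII, 873746 to 874792) was at 146 ± 46.5 CPM (SD, n = 3) in aerial and 448 ± 60.2 CPM in root libraries, 3.08-fold higher in root cells with a log2 fold change of 1.62 (standard error 0.26, adjusted p = 0.00280). The increases of PYC1, PYC2 and PCK1 were smaller, at 1.72-fold, 1.93-fold and 1.83-fold, with adjusted p of 0.0378, 0.0139 and 0.0399. None of these 3 stayed past the adjusted threshold in every fit that left out a library. The adjusted p rose highest for PYC1 (0.131 without root replicate 1), PYC2 (0.0574 without root replicate 1) and PCK1 (0.141 without root replicate 1). Among the alternatives on all 6 libraries, the adjusted p of PYC1 was above 0.05 at 0.0535 with upper quartile normalization, 0.0671 in the test against a fold change of 1.2 and 0.0880 with replicate number as a block, and that of PCK1 at 0.0598 with library sizes alone, 0.0657 in the test against a fold change of 1.2 and 0.0661 with replicate number as a block. Over all alternatives the adjusted p ranged from 0.00134 to 0.131 for PYC1, 0.000770 to 0.0574 for PYC2 and 0.00439 to 0.141 for PCK1.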

There are several indications that gluconeogenesis is upregulated in root cells: *FBP1*, encoding the major gluconeogenic enzyme fructose-1,6-bisphosphatase, is upregulated more than 2.9 fold, and three other gluconeogenesis genes, *PYC1* and *PYC2* for pyruvate carboxylase and *PCK1* for phosphoenolpyruvate carboxykinase, more than 1.6 fold. 

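HXK2 (YGL253W, chromosome VII, 23935 to 25395) was at 179 ± 85.8 CPM (SD, n = 3) in aerial and 914 ± 62.3 CPM in root libraries, a log2 fold change of 2.35 (standard error 0.34, adjusted p = 0.00168), or 5.11-fold. With each library left out in turn the log2 fold change lay between 2.11 and 2.81. Every root library held more HXK2 CPM than every aerial library.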

Interestingly, *HXK2*, encoding the hexokinase isoenzyme (responsible for glucose phosphorylation, the first step of glycolysis) that is the predominant hexokinase during growth in glucose medium [14], is also highly upregulated in root cells (4.6-fold). This finding suggests that any glucose entering the cells would be efficiently converted to glucose-6-phosphate, i.e., to a form that stays within the cells and is utilized in different metabolic pathways, including the pentose phosphate pathway (PPP) that yields pentoses, essential to the biosynthesis of some amino acids, nucleosides and nucleic acids. The gluconeogenesis/glycolysis intermediate 3-phosphoglycerate can enter serine biosynthesis, the first step of which is mediated by 3-phosphoglycerate dehydrogenase (*SER3*, ~4-fold upregulated), and subsequently glycine metabolism and one-carbon metabolism needed for methionine and purine biosynthesis.

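SER3 (YER081W, chromosome V, 322686 to 324095) was 4.11-fold higher in root cells, with 103 ± 27.6 CPM (SD, n = 3) in aerial and 425 ± 9.69 CPM in root libraries and a log2 fold change of 2.04 (standard error 0.23, adjusted p = 0.000874).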

Increased tricarboxylic acid (TCA) cycle and/or glyoxylate cycle activities in root cells are indicated by upregulation of the *ACO2* gene for aconitase (3.5-fold), *ICL1* for isocitrate lyase (2.3 fold) and *CIT2* for a citrate synthase isoform (3.9-fold) and by upregulation of a group of genes encoding carriers shuttling different metabolite intermediates between mitochondria and other cellular compartments (11 genes, over 2-fold upregulation). 

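CIT2 (YCR005C, chromosome III, 120946 to 122328) was 4.06-fold higher in root cells (log2 fold change 2.02, standard error 0.27, adjusted p = 0.00139) and ICL1 2.38-fold (adjusted p = 0.0134). The call of ICL1 was lost without root replicate 1 (adjusted p = 0.0642). Of the mitochondrial carriers in Fig. 5, all 11 were called, with fold changes from 2.20 to 4.36. YAT1 was the least stable of them, with an adjusted p of 0.0745 without root replicate 1.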

The glyoxylate cycle is also believed to be essential for the gluconeogenic mode of metabolism [15] that is characteristic of root cells. In addition, *ALD5* and *ALD6*, which encode NADP^+^-specific aldehyde dehydrogenases, are highly upregulated (approximately 5-fold) and, with *ACS2* acetyl-coA synthetase (2.8-fold upregulated), could contribute to acetyl-CoA production as well as to the maintenance of redox-state in root cells. 

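ALD5 and ALD6 were 5.16-fold and 5.45-fold higher in root cells, with standard errors of 0.28 and 0.26 on the log2 scale and adjusted p of 0.000912 and 0.000761. ALD6 (YPL061W, chromosome XVI, 432588 to 434090) was at 416 ± 85.3 CPM (SD, n = 3) in aerial and 2271 ± 245 CPM in root libraries. ACS2 was 2.87-fold higher (log2 fold change 1.52, adjusted p = 0.00199).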

Allantoin/urea transporters and catabolism (>2.5-fold upregulation) could provide additional intermediates such as glyoxylate.

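The allantoin and urea transporter genes DAL4 and DUR3 were 5.59-fold and 5.33-fold higher in root cells (adjusted p = 0.000968 and 0.000849). DAL1, DAL2, DAL3 and DUR1,2, which encode the catabolic enzymes, were higher by at least 2.84-fold, and the largest adjusted p among these 6 genes was 0.00841. DUR3 (YHL016C, chromosome VIII, 72037 to 74244) was at 26.6 ± 9.00 CPM (SD, n = 3) in aerial and 142 ± 13.2 CPM in root libraries.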

### Storage compounds and metabolism in aerial cells

Both biosynthetic and catabolic genes for proteins involved in glycogen and trehalose metabolism are upregulated in aerial cells (Fig. 5), indicating increased turnover of these storage polymers and glucose. 

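All 12 genes that Fig. 5 gives for glycogen and trehalose metabolism were higher in aerial cells, and 6 of them were called at 2-fold or more. GLG2 and TPS2 had log2 fold changes of -1.40 and -1.43 (standard errors 0.19 and 0.27, adjusted p = 0.00149 and 0.00512). The glycogen synthase genes GSY1 and GSY2 changed less than 2-fold (-0.71 and -0.72, adjusted p = 0.0240 and 0.0396), as did PGM1 (-0.83) and PGM2 (-0.85). SGA1 (-0.79) and GLC3 (-0.53) did not pass the adjusted threshold, with adjusted p of 0.141 and 0.109. Without aerial replicate 2, GLC3 reached 0.0362. The side of the adjusted threshold of most of the other genes depended on single libraries as well, the adjusted p rising highest for GPH1 (0.146 without root replicate 3), GDB1 (0.126 without root replicate 1), PGM2 (0.161 without root replicate 3), PGM1 (0.124 without root replicate 3), GSY2 (0.160 without root replicate 3), GSY1 (0.134 without root replicate 3) and TPS1 (0.0633 without root replicate 2). Of the alternatives on all 6 libraries, the test against a fold change of 1.2 took GPH1 (0.0504), PGM2 (0.0641), GSY2 (0.0754) and GSY1 (0.0512) above 0.05, and replicate number as a block PGM2 (0.0569) and GSY2 (0.0651).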

Staining of glycogen in cross-sections of 3-day-old BR-F colonies by iodine vapor showed a significantly higher level of glycogen in aerial than root cells (Fig. 6a), demonstrating that synthesis of glycogen prevails over its degradation in aerial cells. Glycogen synthesis can be regulated via modulation of activity of Gsy2p glycogen synthase [16]. *PIG2*, *PIG1* and *GIP2* genes for putative regulatory subunits of Glc7p phosphatase involved in dephosphorylation and activation of Gsy2p were among genes highly upregulated in aerial cells (Fig. 5). 

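GIP2 (YER054C, chromosome V, 262052 to 263698) was at 294 ± 39.0 CPM (SD, n = 3) in aerial and 67.2 ± 5.58 CPM in root libraries, 4.38-fold higher in aerial cells with a log2 fold change of -2.13 (standard error 0.19, adjusted p = 0.000450). PIG1 and PIG2 were 3.42-fold and 2.83-fold higher (adjusted p = 0.000546 and 0.00328). All 3 calls held when any library was left out, with an adjusted p of at most 0.0224.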

We therefore examined the potential role of these genes in glycogen accumulation in colony biofilms of knockout strains. Deletion of any of these genes diminished level of glycogen in aerial cell whereas the level of trehalose remained almost unaffected (Fig. 6b). *GIP2* deletion exhibited the most prominent effect, whereas deletions in *PIG1* and *PIG2* were rather moderate.

**Fig. 6:**
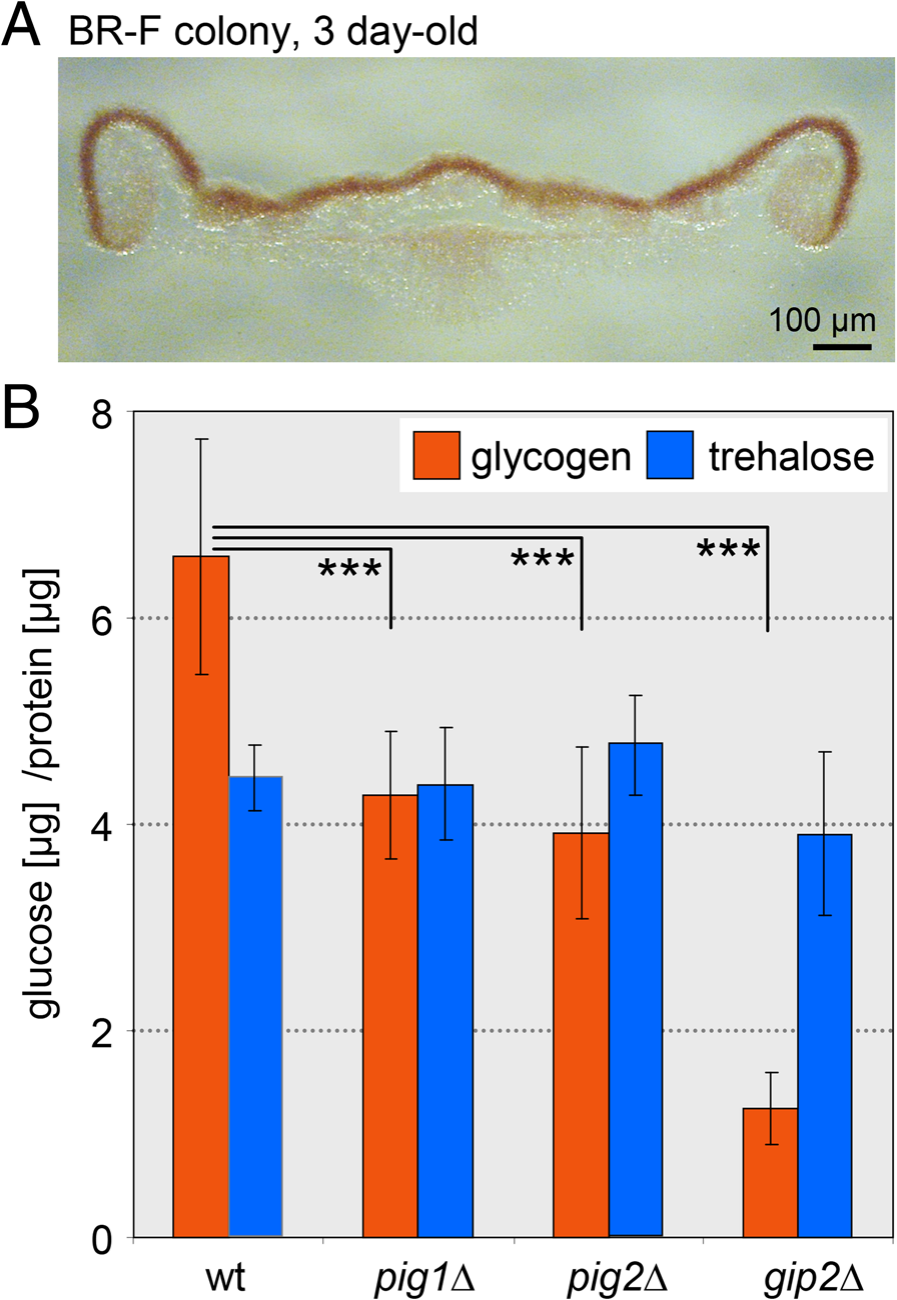
Glycogen and trehalose content in colonies. **a** Presence of glycogen (in brown) in 3-day-old BR-F colonies. Thin cross-sections of colonies were stained and observed using transmitted light. **b** Glycogen and trehalose content in aerial cells from wt, *gip2*Δ, *pig1*Δ and *pig2*Δ colonies. The mean of three biological and 3-4 technical replicates each is shown ± SD, ***p < 0.0001

Several catabolic pathways are upregulated in aerial cells (Fig. 5, Table 1). Upregulated peroxisomal functions in aerial cells are indicated by expression of genes for peroxisome biogenesis (*PEX1*, *PEX22* and *PEX18*), transport of fatty acids (*PXA1* and *PXA2*) and fatty acid β-oxidation (*FOX2*, *POX1*, *FAA2, POT1* and *IDP3*) leading to the release of acetyl CoA. 

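PXA2 (YKL188C, chromosome XI, 86225 to 88786) had 252 ± 21.3 CPM (SD, n = 3) in aerial and 54.8 ± 8.35 CPM in root libraries, a log2 fold change of -2.20 (standard error 0.20, adjusted p = 0.000444). The transporter and β-oxidation genes PXA1, FOX2, POX1, FAA2, POT1 and IDP3 were all called higher in aerial cells, with adjusted p at or below 0.00528. The peroxisome biogenesis genes PEX18 and PEX22 were called as well, 2.84-fold and 2.73-fold higher in aerial cells. The call of PEX22 was lost without root replicate 2 (adjusted p = 0.111). PEX22 was at 6.68, 27.3 and 21.4 CPM in aerial replicates 1, 2 and 3 and at 6.90, 6.79 and 6.65 CPM in root replicates 1, 2 and 3. Over all 29 PEX genes tested, 18 were higher in aerial and 11 in root cells, and the median log2 fold change was -0.31 (camera, adjusted p = 0.0513). Over the alternatives the adjusted p of this set ranged from 0.0102 to 0.318, and without aerial replicate 1 it was 0.0273.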

Upregulation of *ALD3* and *ALD2* aldehyde dehydrogenases and *ACS1* acetyl CoA synthetase is another sign of acetyl CoA production in aerial cells. 

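ALD3 and ALD2 had log2 fold changes of -1.80 and -1.23 (standard errors 0.25 and 0.18, adjusted p = 0.00154 and 0.00201). These genes are 91.8% identical, so the split of reads between them is uncertain. ACS1 (YAL054C, chromosome I, 42881 to 45022) had a log2 fold change of -0.87 (standard error 0.38, adjusted p = 0.109), a difference within the spread of the aerial libraries, which held 9235, 3548 and 6403 CPM against 3492 ± 187 CPM (SD, n = 3) in root libraries. ACS1 passed the threshold without aerial replicate 2 (adjusted p = 0.0156) and with DESeq2 (0.0253), and ranged from 0.0156 to 0.294 over the alternatives.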

Acetyl CoA could be utilized in the TCA/glyoxylate cycle or for fatty acid and sterol synthesis. Several genes associated with lipid metabolism are upregulated at least two-fold in aerial cells, including *HES1*, *HMG2* and *TGL1*, which are involved in sterol biosynthesis, and *ETR1*, *HFD1*, *OPI10*, *SRT1* and *AYR1*, with roles in fatty acid, sphingolipid, phospholipid, dolichol (used in N-glycosylation) and phosphatidic acid biosynthesis. 

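Apart from SRT1, the lipid genes HES1, HMG2, TGL1, ETR1, HFD1, OPI10 and AYR1 had log2 fold changes of -1.68 to -1.14, all called. HMG2 (YLR450W, chromosome XII, 1032627 to 1035764) was at 515 ± 92.8 CPM (SD, n = 3) in aerial and 176 ± 7.47 CPM in root libraries (adjusted p = 0.00136). HES1 had the largest adjusted p (0.0158), which rose to 0.0765 without root replicate 2.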

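SRT1 (YMR101C, chromosome XIII, 468445 to 469476) was at 154 ± 48.6 CPM (SD, n = 3) in aerial and 13.4 ± 2.20 CPM in root libraries, 11.5-fold higher in aerial cells with a log2 fold change of -3.52 (standard error 0.28, adjusted p = 0.000301). With each library left out in turn the log2 fold change lay from -3.75 to -3.31.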

*SRT1* is upregulated 10-fold, suggesting that protein glycosylation may be an important process in aerial cells.

There are indications that glycolysis is active in aerial cells, and some genes with dual roles in both glycolysis and gluconeogenesis (such as *TDH1* and *ENO1*) are upregulated in aerial cells. Also upregulated in aerial cells is a group of genes coding for proteins of the GID complex, which has ubiquitin ligase activity and is implicated in the degradation of fructose-1,6-bisphosphatase and phosphoenolpyruvate carboxykinase (gluconeogenic specific enzymes) and thus in the inhibition of gluconeogenesis during cell transition from gluconeogenesis to glycolysis (e.g., following a transfer from non-fermentable carbon sources to glucose). In addition, *GLO1*, encoding a glyoxalase that catalyzes the detoxification of methylglyoxal (a non-enzymatic side-product of glycolysis) via condensation with glutathione to yield S-D-lactoylglutathione, and *GLO2* and *GLO4,* which convert this intermediate to D lactate and glutathione, are also upregulated (2-fold and 1.8-fold respectively).

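TDH1 had a log2 fold change of -1.47 (standard error 0.40, adjusted p = 0.0215) and ENO1 one of -1.42 (standard error 0.49, adjusted p = 0.0554). ENO1 was at 12038, 2637 and 6852 CPM in aerial replicates 1, 2 and 3 and at 2683 ± 52.9 CPM (SD, n = 3) in root libraries, so that aerial replicate 2 lay at the level of the root libraries. Without that replicate the adjusted p was 0.00345, and over all alternatives it ranged from 0.00295 to 0.168. The adjusted p of TDH1 rose to 0.103 without root replicate 2. ENO1 and ENO2 are 94.8% identical, and TDH1 and TDH2 90.2%, so the values of both genes are uncertain.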

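The 5 genes that Table 1 lists for the GID complex, FYV10, VID22, VID28, VID30 and RMD5, were 2.07-fold to 2.37-fold higher in aerial cells, with adjusted p at or below 0.00328. VID30 (YGL227W, chromosome VII, 69671 to 72547) was at 223 ± 23.2 CPM (SD, n = 3) in aerial and 93.9 ± 4.62 CPM in root libraries. All of them stayed past the adjusted threshold with each library left out, at 0.0280 or below. The log2 fold change fell below the 2-fold threshold for FYV10 (-0.991 without root replicate 3) and VID28 (-0.975 without aerial replicate 1).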

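GLO1 was 2.44-fold, GLO2 2.04-fold and GLO4 1.88-fold higher in aerial cells (adjusted p = 0.0115, 0.00600 and 0.00773). The adjusted p rose above the threshold for GLO1 (0.0670 without root replicate 3) and GLO4 (0.0556 without root replicate 2). GLO1 (YML004C, chromosome XIII, 261705 to 262685) was at 1074 ± 372 CPM (SD, n = 3) in aerial and 439.9 ± 29.5 CPM in root libraries. GLO2 fell below 2-fold without root replicate 3 (log2 fold change -0.87).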

### Stress responses, the pentose phosphate pathway and redox states

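All 37 stress response genes that Table 1 lists for aerial cells were called higher there, and 36 of them had no overlap of CPM between aerial and root libraries. All 7 listed for root cells were called higher in root cells. The 13 genes for protein folding in aerial cells had log2 fold changes from -2.95 to -1.05, with a median of -1.51.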

Thirty-seven genes with roles in various stress responses were upregulated in aerial cells, compared to only seven genes found upregulated in roots (Table 1). Thirteen of these stress-response related genes in aerial cells encoded proteins involved in protein folding or refolding. 

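Among the desiccation genes other than SIP18, GRE1 (YPL223C, chromosome XVI, 128632 to 129138) was at 11101 ± 3522 CPM (SD, n = 3) in aerial and 3631 ± 455 CPM in root libraries, a log2 fold change of -1.61 (standard error 0.36, adjusted p = 0.0104). STF2 had a log2 fold change of -1.53 and YJL144W of -1.06. These calls were lost without single root libraries, with adjusted p of GRE1 (0.0705 without root replicate 2), STF2 (0.0526 without root replicate 3) and YJL144W (0.0714 without root replicate 2). The DNA repair genes PHR1 and ULP2 lay at -1.33 and -1.70 (adjusted p = 0.00422 and 0.000652). CTT1, GTO1, TRR2, RNY1 and GPX1 lay between -1.79 and -1.05, and all were called. The adjusted p rose to 0.0674 for GPX1 without root replicate 3. Leaving out a library took the log2 fold change below the 2-fold threshold for GTO1 (-0.997 without aerial replicate 1) and TRR2 (-0.912 without aerial replicate 3).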

Another four genes (*GRE1*, *SIP18, STF2* and *YJL144W*) are involved in desiccation-rehydration processes, three genes (*MSH2*, *PHR1* and *ULP2*) in DNA repair and five genes in oxidative stress defense (*CTT1*, *GTO1*, *TRR2*, *RNY1* and *GPX1*). Five of the seven genes upregulated in root cells are involved in oxidative stress response (*GPX2*, *TRR1*, *SRX1*, *FRM2* and *CCS1*).

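These 5 genes were 2.12-fold to 4.15-fold higher in root cells and all were called. GPX2 (YBR244W, chromosome II, 707528 to 708016) was at 15.2 ± 6.35 CPM (SD, n = 3) in aerial and 49.0 ± 7.58 CPM in root libraries (log2 fold change 1.69, standard error 0.31, adjusted p = 0.00469). The least stable was SRX1, whose adjusted p of 0.0277 rose to 0.118 without root replicate 1.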

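Of the isozyme genes of the pentose phosphate pathway, SOL4 (YGR248W, chromosome VII, 985972 to 986739) was at 201 ± 67.7 CPM (SD, n = 3) in aerial and 46.3 ± 3.96 CPM in root libraries, a log2 fold change of -2.12 (standard error 0.27, adjusted p = 0.00118). TKL2, NQM1 and GND2 were also higher in aerial cells, at -1.34, -1.32 and -1.41 (adjusted p = 0.0186, 0.00662 and 0.00398). TKL1 was higher in root cells, with a log2 fold change of 2.26 (standard error 0.29, adjusted p = 0.00120). SOL3 and GND1 were 1.83-fold and 1.73-fold higher in root cells, below the 2-fold threshold, with adjusted p of 0.00450 and 0.0193. Leaving out a library raised the adjusted p above 0.05 for TKL2 (0.0799 without root replicate 1) and GND1 (0.0960 without root replicate 1).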

Genes for alternative isozymes of transketolase, transaldolase, 6-phosphogluconolactonase and 6-phosphogluconate dehydrogenase involved in PPP were upregulated in aerial (*TKL2*, *NQM1*, *SOL4* and *GND2*) and root (*TKL1*, *SOL3* and *GND1*, the last two genes 1.8-fold and 1.7-fold respectively) cells (Fig. 5), indicating that PPP output is shifted towards precursors of amino acid/nucleotide biosynthesis in roots and towards production of NADPH (and thus redox-state balancing) in aerial cells [17]. The *RKI1* gene for ribose-5-phosphate ketol-isomerase, which generates important precursors of amino acid biosynthesis from the pentose phosphate pathway [18], was also upregulated in roots. This finding fits with the observation of upregulated amino acid metabolism in roots and increased stress responses of cells in aerial regions.

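RKI1 (YOR095C, chromosome XV, 503552 to 504328) was at 23.7 ± 9.27 CPM (SD, n = 3) in aerial and 105 ± 8.94 CPM in root libraries, a log2 fold change of 2.15 (standard error 0.27, adjusted p = 0.00118).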

### Autophagy in aerial cells

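All 11 autophagy genes of Table 1 were called higher in aerial cells, 2.13-fold to 3.26-fold, and 10 of them had no overlap of CPM between the cell types. Over all 37 ATG genes tested, 35 were higher in aerial cells, 14 were called and the median log2 fold change was -0.79 (camera, adjusted p = 1.33e-09). ATG34 had the lowest value, -1.71, while ATG5 was at 0.63. ATG8 was the least stable of the Table 1 autophagy genes, with an adjusted p of 0.102 without root replicate 2.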

Autophagy genes (11 genes) are upregulated in aerial cells compared with root cells. 2PE-CM of cross-sections of colonies of BR-F producing cytosolic or peroxisomal GFP-tagged proteins showed accumulation of GFP in vacuoles of aerial cells (a sign of active autophagy delivering cytosolic proteins/peroxisomes to the vacuole for degradation) (Fig. 3c). No GFP was observed in the vacuoles of root cells. Active autophagy in aerial cells was confirmed by western blot of aerial/root cells of an Arg1p-GFP-producing strain; the tagged cytosolic protein is degraded to free GFP in the vacuoles only in aerial cells. This observation fits with the transcriptomics data and indicates that autophagy is active in aerial cells but not in the root cells.

### Expression of alternative isozymes indicates different glucose levels in root and aerial parts

As shown in Fig. 5, isogenes of different metabolic enzymes and some transporters are differently expressed in aerial and root samples. 

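Among the isogenes for low glucose not given elsewhere, HXK1, PDC6, GAL2, HXT5 and HXT14 had log2 fold changes of -1.27, -0.84, -1.84, -1.29 and -1.43 (adjusted p = 0.00993, 0.0470, 0.0210, 0.0186 and 0.0158). The adjusted p of each rose above 0.05 when a library was left out, as for HXK1 (0.0592 without root replicate 1), PDC6 (0.211 without root replicate 2), GAL2 (0.0805 without root replicate 3), HXT5 (0.0871 without root replicate 3) and HXT14 (0.0686 without root replicate 2). With all 6 libraries that of PDC6 was also above 0.05, at 0.0527 with TMM factors from protein-coding loci, 0.0557 without the filter, 0.0775 in the test against a fold change of 1.2 and 0.101 with replicate number as a block. HXT10 had a log2 fold change of -1.04 (standard error 0.35, adjusted p = 0.0514), and its adjusted p went to 0.0486 without aerial replicate 1 and to 0.0298 without root replicate 3, in a range from 0.0113 to 0.138 over the alternatives. HXT6 had a log2 fold change of -1.17 (standard error 0.53, adjusted p = 0.122), with 996, 157 and 518 CPM in aerial replicates 1, 2 and 3. Its adjusted p was 0.00315 without aerial replicate 2, and HXT6 is 99.8% identical to HXT7, so its own level is uncertain. Of the isogenes for fermentable carbon sources, PDC1 did not pass the adjusted threshold (log2 fold change 0.61, standard error 0.36, adjusted p = 0.226). Without aerial replicate 1 its adjusted p was 0.0333. Over the 14 hexose transporter genes tested, 5 were called higher in root and 2 in aerial cells. Adjusted over the list alone, 8 were called in total. Their median log2 fold change was 0.19 (camera, adjusted p = 0.174, range over the alternatives 0.00852 to 0.836). This median was 0.42 without aerial replicate 1 and 0.12 without root replicate 1. HXT13 and HXT17, both called higher in root cells, are 96.5% identical, so their own levels are uncertain.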

Isogenes that are more highly expressed in carbon-limited (low glucose) conditions, such as *GND2*, *TKL2*, *NQM1*, *ACS1*, *HXK1*, *PDC6*, *ALD2*, *ALD3*, *GAL2*, *HXT5*, *HXT6*, *HXT10*, and *HXT14*, are upregulated in aerial samples and those that are more highly expressed on fermentable carbon sources, such as *GND1*, *TKL1*, *SOL3*, *ACS2*, *HXK2*, *PDC1*, and *ACO2*, are upregulated in root samples. As colonies were grown from the outset on respiratory GMA agar without glucose, potential differences in intracellular glucose/sugar levels could be due to differences in cell subpopulation metabolisms. Some glucose and/or other sugars can originate from polysaccharides of the extracellular matrix synthesized from glycerol earlier in colony development (ECM starts to be produced within ~ 30 h old colonies; [3]). In addition, observed isogene expression differences are consistent with an upregulation of gluconeogenesis that provides glucose to root cells and an upregulation of glycolysis that degrades glucose in aerial cells.

### Secreted proteins, the cell wall and adhesins

The secretion of ECM is an important feature of colony biofilms, but little is known about this process. Forty-two yeast orthologues of 38 known *Candida albicans* genes encoding secreted proteins [19] were identified (Additional file 2: Table S4) using the *Candida* genome database (http://www.candidagenome.org/). Nine of these orthologues were upregulated at least 2-fold in roots (Additional file 2: Table S4). These included six genes implicated in cell wall organization: two chitin transglycosylases (*UTR2*, *CRH1*), a β-1,3-glucanosyltransferase (*GAS1*), a yapsin family aspartic protease *YPS3*, a glucanase-like protein (*SCW10*), and a GPI-anchored protein of unknown molecular function (*ECM33*). 

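SCW10 (YMR305C, chromosome XIII, 879063 to 880232) was at 77.8 ± 11.7 CPM (SD, n = 3) in aerial and 389 ± 8.78 CPM in root libraries, a log2 fold change of 2.32 (standard error 0.20, adjusted p = 0.000424). UTR2, CRH1, GAS1, YPS3 and ECM33 were 3.10-fold, 2.18-fold, 3.91-fold, 2.36-fold and 2.20-fold higher in root cells, with adjusted p at or below 0.00795. All 6 stayed past the adjusted threshold with each library left out. ECM33 fell below 2-fold without aerial replicate 3 (log2 fold change 0.96).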

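CTS2, CRR1 and SPR1 had log2 fold changes of -1.33, -1.34 and -1.60 (adjusted p = 0.0132, 0.00695 and 0.0142). Leaving out a root library raised the adjusted p above 0.05 for CTS2 (0.0582 without root replicate 1) and SPR1 (0.0611 without root replicate 2). GAT4 (YIR013C, chromosome IX, 380019 to 380384) had 40.9 ± 17.3 CPM (SD, n = 3) in aerial and 23.2 ± 11.5 CPM in root libraries. It did not pass the adjusted threshold, at a log2 fold change of -0.82 (standard error 0.43, adjusted p = 0.178).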

In aerial cells, secretory protein genes with known roles in spore formation were upregulated: three orthologues of *C. albicans* secreted protein genes (Additional file 2: Table S4) were upregulated at least 2-fold in aerial cells (*CTS2*, *CRR1*, *SPR1*) and the gene *GAT4* that encodes a transcription factor involved in spore wall assembly (upregulated 1.7-fold).

In addition to ECM, Flo11p adhesin is the most important protein identified as essential to the formation of biofilm architecture [8]. No significant differences in *FLO11* mRNA levels were identified in this study, suggesting Flo11p plays a role in the entire colony.

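FLO11 (YIR019C, chromosome IX, 389572 to 393675) was at 15496, 3138 and 4181 CPM in aerial replicates 1, 2 and 3 and at 3816 ± 324 CPM (SD, n = 3) in root libraries, a log2 fold change of -0.99 (standard error 0.57, adjusted p = 0.211). The difference rested on aerial replicate 1, without which the log2 fold change was 0.07 (adjusted p = 0.861). With a standard error of this size, a difference of 2-fold was not detectable.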

### Non-coding gene expression

Our database of annotated long non-coding RNAs (lncRNAs) contains 3694 loci of different types: stable unannotated transcripts (SUTs) [20–22] and unstable lncRNA transcripts consisting of meiotic unstable transcripts, (MUTs: [20]), XUTs (Xrn1p-dependent unstable transcripts; [23]) and classical Rrp6p-dependent cryptic unstable transcripts (CUTs: [21, 24]). A total of 3658 of these transcripts were covered by at least one read in our study (Additional file 2: Tables S5 and S6). 

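In the counts, 3681 lines of lncRNA loci, with 3657 distinct names, had at least 1 count in the 6 libraries together. By the prefix of their names, the loci that passed the filter on low counts were 732 SUTs, 227 CUTs, 222 MUTs and 573 XUTs. A further 261 were named as antisense to a gene, 72 after a neighbouring gene, and 11 otherwise.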

Four hundred and 20 of these loci were identified as differentially expressed (*p* < 0.05, fold difference > 2). 

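At 2-fold and an unadjusted p below 0.05 in edgeR's test, 4 MUTs, 39 XUTs, 34 CUTs and 66 SUTs were higher in root cells, with types taken from the prefix of the name. The median log2 fold change of the CUTs tested was 0.24. This median was 0.52 without aerial replicate 1 and 0.08 without aerial replicate 2. Counting the loci named as antisense among the SUTs and those named after a neighbouring gene among the CUTs gave 86 SUTs and 45 CUTs. The number of CUTs depended on the filter, with 55 without it and 8 when 10 counts were required in every library. Without aerial replicate 1, 61 CUTs and 7 MUTs were higher in root cells. MUTs numbered 7 without aerial replicate 3.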

Ninety-seven unstable transcripts (7 MUTs, 35 XUTs and 55 CUTs) and 79 stable transcripts (SUTs) were upregulated in roots relative to aerial parts. 

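In the other direction 80 MUTs, 44 XUTs, 7 CUTs and 81 SUTs were higher in aerial cells at the same thresholds. These counts depended on the filter as well. They were 136, 50, 13 and 100 without it, and 34, 28, 2 and 44 when 10 counts were required in every library. The share of changed loci that were higher in aerial cells was 95.2% for MUTs (95% Wilson interval 88.4 to 98.1), 53.0% for XUTs (42.4 to 63.4), 55.1% for SUTs (47.0 to 62.9) and 17.07% for CUTs (8.53 to 31.3). These intervals cover counting error only. Among SUTs and XUTs the direction of the majority depended on single libraries, with shares of 41.8% and 43.8% without root replicate 2 and of 43.6% and 43.3% without aerial replicate 3, and the MUT share stayed at 90% or above in each fit that left out a library. The XUT majority also depended on the filter, since the XUT share was 46.3% without the filter on all 6 libraries. The CUT count was 13 without aerial replicate 2 and 11 without aerial replicate 1. The CUT share ranged from 9.6% without root replicate 2 to 24.1% without aerial replicate 2. Over all MUTs tested the median log2 fold change was -0.77.

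**Figure D4:**
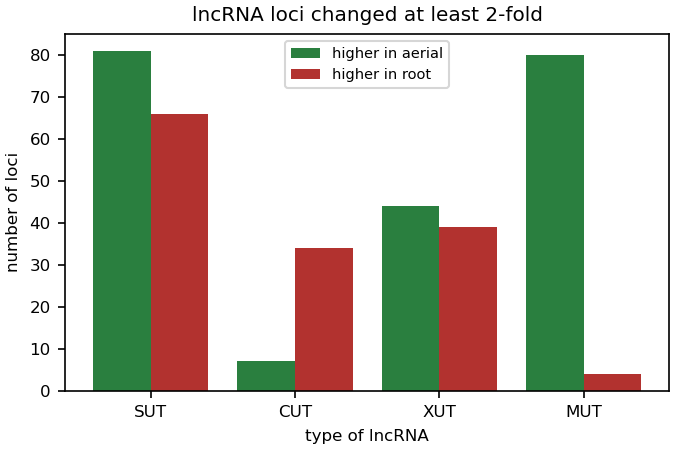
Number of lncRNA loci (vertical axis) changed at least 2-fold with an unadjusted p below 0.05, by type (horizontal axis) and direction (bars). MUTs are mostly higher in aerial and CUTs mostly higher in root cells.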

One hundred fifty-two unstable transcripts (102 MUTs, 39 XUTs and 11 CUTs) and 92 stable transcripts (SUTs) were upregulated in aerial parts relative to roots (Additional file 2: Table S5). Four hundred and five of these 420 upregulated loci lie within 1.5 kB of one or more coding genes (Additional file 2: Table S6).

## Discussion

Whereas laboratory and domesticated yeast strains form smooth colonies of cells that do not invade the agar and can be separated relatively easily [9, 25], wild yeast strains form complex colony biofilms with features of natural biofilms. Cells within colony biofilms are connected by extracellular fibers, and the lower parts of colonies (“roots”) are formed by pseudohyphae. The cells in the interior (including most of the roots) are embedded in protective ECM [3]. The root parts of colonies that invade the agar are difficult to harvest and purify, and we have to date lacked information on gene expression and regulation in these cells. To fill this gap in our knowledge, we used a new method for separation of root and aerial cells from colony biofilms. This method solves two major problems - the separation of root and aerial cells with minimal cross-contamination and the rapid purification of root cells suitable for extraction of RNA for expression profiling. This method enabled us to identify differences in transcript levels in aerial and root samples with high sensitivity. Despite a higher upregulation threshold (two-fold versus 1.5-fold), we identified more than twice as many upregulated genes and ten times as many upregulated lncRNAs per subpopulation as the microarray-based studies of laboratory strain colonies by [9] and [26]. High-throughput RNA sequencing provides a greatly increased dynamic range for quantification of gene expression [27] and is superior to microarrays for the detection of transcripts expressed at low levels. The lower number of differentially expressed lncRNAs detected in the study by Traven et al. [26] (213 genes, 14 CUTs and 16 SUTs upregulated on the inside and 312 genes, 5 CUTs and 7 SUTs on the outside of the colony) is probably partly due to the use of a smaller dataset of lncRNA loci (only the SUTs and CUTs identified by Xu et al. were analyzed) than in the current study. This study did not identify shorter ncRNAs because the magnetic bead purification method used excludes smaller RNAs.

2PE-CM analysis of GFP-labeled aerial and root marker proteins that were selected based on differential gene expression revealed additional complexity in both cell populations (Fig. 3b, d). Cells with “root” properties comprise the majority of root parts and localize to the cavities of aerial parts, whereas “aerial” properties are typical of cells in aerial parts and at the tips of the roots (Fig. 3d). This pattern closely resembles the pattern of cells embedded/non-embedded in ECM [3]: cells with “root” properties tend to be those embedded in ECM, whereas cells with “aerial” properties tend to be localized to ECM-free areas. Differential RNA expression profiling thus contributed to the identification of properties of minute cell sub-populations that cannot be separated from colony biofilms.

The RNAseq data, validated by northern blot analyses of selected transcripts and by determination of the level and localization of selected proteins in colonies, allowed us to develop a model of metabolic processes active in root (ECM-embedded) and aerial (ECM-free) cells. Metabolic implications were further confirmed by additional assays (e.g., monitoring of autophagy and measurement of glycogen and amino acid levels). Root cells appear to synthesize amino acids and glucose-6-P and use these intermediates for building new cellular components including cell walls (cell wall assembly genes are upregulated) and ECM. High-level expression of ribosomal genes and genes involved in translation indicates high anabolic activity in root cells. As dividing cells localize to the bases of roots and to the insides of aerial cavities [3], metabolic intermediates could be utilized during the growth and formation of new cell generations. Interestingly, several metabolic genes that are upregulated in root cells have been shown to be upregulated in liquid culture cells grown on glucose and their isogenes, which are upregulated in aerial cells, have been shown to be activated during glucose starvation. This suggests that root cells within colonies grown from the beginning on respiratory glucose-free agar medium can accumulate glucose (or other sugars) with local concentrations that are sufficient to upregulate glucose-induced isogenes. Such glucose could be formed by gluconeogenesis (which is upregulated in root cells) or provided by aerial cells (for example, by degradation of extracellular trehalose by acid trehalase in the periplasmic space; the gene encoding acid trehalase *ATH1* is upregulated almost 2-fold in aerial cells). In addition, ECM retains a lot of water [28] and can function as a reservoir of water-soluble metabolites, including sugars. Moreover, ECM is composed primarily of polysaccharides, as indicated by Concanavalin staining [28], and sugars may be released following ECM hydrolysis under specific conditions. 

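ATH1 (YPR026W, chromosome XVI, 615379 to 619014) was at 635 ± 136 CPM (SD, n = 3) in aerial and 311 ± 15.4 CPM in root libraries, 2.04-fold higher in aerial cells with a log2 fold change of -1.03 (standard error 0.22, adjusted p = 0.00862). The adjusted p was 0.0535 without root replicate 1.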

Various nutritive metabolites can be efficiently imported into root cells, as indicated by the upregulation of a large group of genes for plasma membrane amino acid, nucleotide and sugar transporters.

Aerial cells (ECM-free cells) behave like less active cells in synthetic (anabolic) metabolic pathways but our data indicate that they upregulate selected catabolic pathways that can potentially provide them with building blocks for cell reprogramming. The upregulation of genes involved in peroxisomal functions, including β-oxidation of fatty acids, which can provide metabolic intermediates such as acetyl CoA, is a prominent feature of aerial cells. Additional metabolic intermediates may be provided by autophagy, which is active in aerial parts of colonies, as shown by the vacuolar localization of cytosolic and peroxisomal proteins. Aerial cells also express genes for the synthesis and degradation of the storage glucose polymers/ dimers, glycogen and trehalose and accumulate high levels of glycogen, which is usually a sign of nutrient limitation [29]. The activity of glycogen synthase Gsy2p, the major enzyme involved in glycogen synthesis, is regulated by phosphorylation, whereby Ser/Thr protein phosphatase Glc7p dephosphorylates and activates Gsy2p. Glc7p is targeted to Gsy2p by a specific targeting subunit Gac1p [16]. Pig1p, Pig2p and Gip2p, identified as Gsy2p interacting proteins, may be additional Glc7p targeting subunits involved in glycogen synthesis [30, 31], although only deletion of the *PIG2* gene was found to affect glycogen level [32]. In aerial cells of colony biofilms, all *PIG1*, *PIG2* and *GIP2* genes are highly expressed and single deletion of any of these genes decreased glycogen levels. Deletion of the *GIP2* gene decreased glycogen levels in aerial cells to ~19%, arguing for a major role of Gip2p in regulation of glycogen synthesis in colony biofilms. These data, together with previous contradictory findings as to whether deletion of the *PIG2* gene did or did not have an effect on glycogen level and the finding that single deletions of the other two genes *PIG1* and *GIP2* have no effect on glycogen level, imply that alternative Glc7p targeting subunits regulate glycogen synthesis under different growth conditions.

The above-mentioned characteristics are consistent with the conclusion that aerial cells are starved of nutrients. This conclusion is additionally supported by the observed activation of isogenes that are upregulated in liquid culture cells under sugar-limited conditions and is consistent with the finding that significant proportions of aerial cells have entered the stationary-phase in 3-day-old colonies [3]. Further support is provided by the observed expression of genes involved in stress responses, including desiccation stress, oxidative stress and chaperones involved in protein folding. Aerial cells express also a large group of genes involved in meiosis and sporulation, although sporulation is only rarely observed in BR-F colonies, and the BR-F strain does not sporulate efficiently even in liquid medium (unpublished). However, upper cells of both smooth and structured colonies of other diploid *S. cerevisiae* strains grown on sporulation acetate medium exhibit efficient meiosis and sporulation [33, 34].

Aerial and root cells exhibit some similarities to and more differences from U cells (cells in upper regions) and L cells (cells in lower colony regions, which, however, do not invade the agar) of differentiated smooth colonies [9]. The similarities include active autophagy and glycolysis, higher levels of storage compounds (glycogen and trehalose) in U cells and aerial cells than in L and root cells, respectively, and higher expression of genes for gluconeogenesis in both L and root cells than in U and aerial cells, respectively. The numerous differences observed between aerial/U cells and root/L cells clearly reflect the different multicellular lifestyles of colonies and colony biofilms. Slowly dividing U cells with a longevity phenotype activate an unusual metabolism with features typical of metabolically active cells (e.g., activating amino acid and carbohydrate metabolic pathways, accumulating high levels of intracellular amino acids and expressing ribosomal and translation genes) combined with features typical of stationary-phase cells (such as active autophagy and accumulation of storage compounds). In contrast, aerial cells behave mostly like typical stationary-phase cells. Aerial cells express, more highly than root cells, peroxisomal and other catabolic pathway genes that may provide vital compounds to cells under nutrient limitation and numerous stress-related genes that help to make aerial cells more resistant to environmental impact. Other features typical of U cells, such as a decreased expression of genes involved in mitochondrial oxidative phosphorylation, are absent in aerial cells. 

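Among 63 genes for oxidative phosphorylation, 36 were higher in root and 27 in aerial cells, with a median log2 fold change of 0.17 (camera, adjusted p = 0.287). The median changed sign without root replicate 1, to -0.02, and was 0.29 without aerial replicate 3, where the set passed the threshold (adjusted p = 0.0283). The genes called were CYC1, higher in root cells at 2.51, and SDH9, higher in aerial cells at -1.01.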

Regarding the L/root cell comparison, whereas densely packed starving L cells behave like atypical stationary-phase cells (lacking some stationary-phase cell features such as autophagy and accumulation of storage compounds [9]), ECM-embedded root cells behave like metabolically active cells that activate genes for amino acid and nucleotide metabolism and for multiple nutrient transporters, ribosomal genes and genes involved in translation. The ECM plays an important role in these differences because it helps to organize cells within colony biofilms into a network with many small chambers and channels and thus increases the effectiveness of nutrient flow and waste removal through passive capillary movement.

## Conclusions

In summary, our data provided complex information on colony biofilm properties and on processes with important functions in biofilm formation and/or functions of individual cell types. For example, taking together the fact that root cells are embedded within ECM and are highly metabolically active as predicted here, some of their metabolic activities could be expected to contribute to ECM production. Inspiration in this regard could come from bacteria, where activation of gluconeogenesis, one of the features of root cells, was shown to be important for production of exopolysaccharides, a component of ECM in bacterial colony biofilms and further related to bacterial biofilm formation [35]. Glycogen accumulation, typical of aerial cells, was related to bacterial ability to adapt and settle in new niches, including the host organism [36, 37] and could have similar function in yeast cells localized to environment-facing parts of yeast biofilms. In natural conditions, these aerial cells can be easily dispersed and settled into new territories, using glycogen for appropriate metabolic reprogramming. Targeting of Gip2p orthologues in pathogens may then have relevance in antifungal therapy. Further research is needed to verify these hypotheses.

## Methods

### Strains and media

The wild diploid yeast strain BR-F [3, 4] was supplied from the collection of the Chemical Institute of the Academy of Science in Bratislava, Slovak Republic (collection number CCY 21-4-97). All other strains were derived from the BR-F strain and were prepared in this study (Additional file 2: Table S7). Strains with C-terminal GFP fusions were constructed using a GFP-KanMX integrative cassette, amplified by PCR from plasmid pKT127 [38] or pYM27 [39]. Gene deletions were prepared according to [40] and [41]. The primers and plasmids are listed in Additional file 2: Table S8. The yeast cells were transformed using the lithium acetate method as described by [42]. Positive transformants were selected on GMA (3% *v*/v glycerol, 1% yeast extract, 2% agar) supplemented with G418 or nourseothricin (NTC).

Colonies were grown on GMA at 28 °C unless otherwise indicated. GMA supplemented with 200 mg/l G418 (Duchefa Biochemie, The Netherlands) or 100 mg/l NTC was used for selection of the transformants.

### Separation of aerial and root cells from colony biofilms

A polycarbonate track-etched membrane (pore size 5 μm) was placed on the surface of GMA with low agar content (3% glycerol, 1% yeast extract, 0.3% agar) to facilitate separation of the aerial and root parts of the BR-F microcolonies. Cells of the BR-F strain were spread over a membrane on GMA at densities of 1.5 × 10^3^–2 × 10^3^ per plate and microcolonies were grown at 28 °C. Biomass was harvested 72 h after plating. The membrane was removed from the GMA, aerial colony parts were harvested and immediately frozen in liquid nitrogen. Agar medium with embedded root cells of microcolonies was mixed with a spatula, vortexed and the tubes were centrifuged at 20,000 g at 22 °C for 5 min. The resulting pellet (containing root cells together with traces of the agar) was transferred into a new tube and immediately frozen in liquid nitrogen. The aerial and root samples were stored at −80 °C until use.

For each experiment, a large number of plates were inoculated. All biomass was harvested at a precise time point of colony development (72 h after plating) to eliminate possible age-related differences in RNA expression among the parallel samples.

### RNA isolation and DNase treatment

Biomass from BR-F microcolonies (100 mg for the aerial part and 150 mg for the root part containing traces of the agar) was suspended in 400 μl TES buffer (10 mM Tris pH 7.5, 10 mM EDTA, 0.5% SDS). The total RNA was extracted using the hot-phenol extraction procedure as previously described [43]. To verify the quality and quantity of the RNA extracted, spectrophotometric and electrophoretic analyses were performed. The absorbance of the samples were analyzed at 230, 260, and 280 nm. The results of denaturing gel electrophoresis confirmed the presence of high-quality RNA without detectable degradation. The yield of total RNA varied depending on sample type. On average, our protocol obtained 1 mg total RNA from 1 g of aerial sample (composed of pure cell biomass) and 0.1 mg total RNA from 1 g of root sample (composed of root cell biomass and traces of agar medium). Because of traces of agar medium in the root samples, the method does not allow evaluation of the relative RNA amount in roots and aerial cells. The total RNA (20 μg) from each replicate was DNase treated using a GenElute™ Mammalian Total RNA Miniprep Kit (Sigma-Aldrich).

### cDNA library preparation and RNA sequencing

The ribosomal RNA was depleted from all samples using the Ribo-Zero Gold (yeast) rRNA removal kit (Illumina Inc., San Diego, CA) followed by purification using Agencourt RNAClean XP reagents (Beckman Coulter, Brea, CA). A total of 1.15 μg total RNA was used per sample. Efficient rRNA removal was confirmed using a 2100 Bioanalyzer system (Agilent Technologies, Santa Clara, CA). Sequencing libraries were prepared from 50% of the depleted rRNA using a TruSeq Stranded Total RNA Library Prep Kit (Illumina Inc., San Diego, CA) with adapters 2, 4, 5, 6, 7 and 12 for 15 PCR amplification cycles. The libraries were purified using Agencourt AMPure XP beads (Beckman Coulter, Brea, CA) according to the manufacturer’s instructions. A Qubit 3.0 Fluorometer (Thermo Fisher, Waltham, MA) and 4200 TapeStation (Agilent Technologies, Santa Clara, CA) were used to assay the concentration and quality. Paired-end sequencing was conducted on a single lane of an Illumina HiSeq 2500 system (Illumina, San Diego, CA) with 100 bp reads.

### Read mapping

We generated a transcript database by combining the *S. cerevisiae* build R64 coding loci [Ensembl release 76, [44]] with trimmed, de-duplicated non-coding loci from [20–24] to produce a reference GTF file. To avoid duplication, loci from the first three non-coding sources (that had minimal overlap) were given priority over the last two and duplicate loci were deleted accordingly. The lncRNA loci fall into two groups: stable SUTs and unstable CUTs, MUTs and XUTs. The sequencing reads were mapped to the SacCer3 reference using TopHat v2.0.14 [45]. We employed the standard two-step procedure that attempts to map all reads to the transcript database (stored in a GTF file) and then attempts to map unmapped reads to the genomic sequence.

### Differential expression analysis and comparison of samples and replicates

Reads that mapped to genomic features from the reference GTF file were counted in a strand-specific manner using the feature-Counts function from the Rsubread package [46], v1.22.2, of Bioconductor. We then compiled the percentage of reads that mapped to different feature categories: annotated coding genes, mitochondrial coding genes, intergenic regions, dubious ORFs, retrotransposons, and lncRNA i.e. non-coding loci more than 200 bp in length and annotated during five previous studies [20–24]. Finally, differential gene expression analysis was carried out on the read counts using the Bioconductor package DESeq2 v1.12.3 with default settings [47], under the R environment version 3.3.1. DESeq2 results were then exported to Microsoft Excel for further analysis.

### Functional analysis of transcriptomic data

The DESeq differential expression results table was annotated with gene names obtained using the *Saccharomyces cerevisiae* Gene Identifier Converter (http://www.rothsteinlab.com/tools/apps/orf_converter) and with functional grouping based on gene ontology terms obtained using the “Funspec” Functional specification tool (http://funspec.med.utoronto.ca/), supplemented by detailed gene information from the *Saccharomyces cerevisiae* Genome database ([48]; http://www.yeastgenome.org/) and the literature. Unless otherwise stated, genes were regarded as differentially expressed if their *p*-value was below 0.05 and there was a greater than two-fold difference in expression. We also computed *p*-values corrected for multiple testing (both FDR and Bonferroni corrections). Further analysis was conducted in Excel (2013) using appropriate functions. Metabolic network diagrams were constructed based on known functional roles of gene products, differential expression results from this study and pathway information from the Yeast Pathways Database (http://pathway.yeastgenome.org/).

### Secreted proteins, cell wall and adhesins

*S. cerevisiae* orthologues of *Candida albicans* genes encoding secreted proteins [19] were identified with the help of the Candida Genome Database [49]. The list of *S. cerevisiae* orthologs of *C. albicans* secreted protein genes was annotated with differential expression results from this study.

### Northern blotting

Fifteen micrograms of total RNA were denatured in loading buffer with formamide, separated in 1.5% agarose gel and then transferred to a positively charged nylon membrane (Amersham HybondTM-XL, GE Healthcare Ltd). The membranes were hybridized with specific DNA probes prepared using a random primer labelling kit (Takara). The PCR fragments of particular genes (Fig. 3a) were labelled with [α-32P] dCTP. The rRNA content was visualized by ethidium bromide staining and used as a loading control.

### Microscopic analysis of cells within the colony structure

Microcolonies (3-day-old) of GFP-labeled strains were visualized by 2PE-CM according to [50]. In brief, colonies were embedded in low-gelling agarose and cut vertically down the middle. The cut surface was placed on a coverslip, and colony side views were obtained by 2P-CM. A true confocal scanning microscope (SP8 AOBS VLL MP; Leica) was used, fitted with a mode-locked laser (Ti:Sapphire Chameleon Ultra; Coherent Inc.) for two-photon excitation and 20×/0.70 and 63×/1.20 water immersion plan Apochromat objectives. An excitation wavelength of 920 nm was used with emission bandwidths set to 480–595 nm. Images of microcolonies were composed of two stitched fields of view.

### Staining of colony cross-sections for presence of glycogen

Vertical cross sections of 3d old microcolonies were prepared as described previously [9]. In brief, microcolonies were embedded in 2% agarose gel and sectioned using a Leica VT1200S vibrating microtome. Sections from the central colony part were stained by iodine vapor for 3 min and immediately examined by light microscopy. Brown coloration of cells stained by iodine vapor is proportional to their glycogen content [51].

### Quantification of glycogen and trehalose in aerial cells

The total-cell lysate was prepared from 100 to 150 mg of wet aerial cell biomass. The cells were broken with glass beads in 10 mM MES buffer, pH 6, supplemented with Complete, EDTA-free protease inhibitor mixture (Roche Applied Science) and 1 mM AEBSF [4-(2-aminoethyl)benzenesulfonyl fluoride, Sigma] in a FastPrep (Qbiogene). Cell debris was removed by centrifugation for at 1000 g, 3 min, 4 °C and subsequently 3000 g, 5 min, 4 °C. The protein concentration in the resulting cell lysate was determined using a protein detection kit (Bio-Rad) [52]. Glycogen and trehalose in the cell lysate were determined as described in [53]. Briefly, the protein lysate was resuspended in 0.25 M Na_2_CO_3_, and incubated at 95 °C for 4 h. The pH of lysate was then adjusted by addition of 1 M acetic acid and 0.2 M Na-acetate, pH 5.2. One-half of the suspension was incubated overnight with trehalase (0.05 U/ml) at 37 °C, and the second half with amyloglucosidase from *A. niger* (1.2 U/ml) at 57 °C, under constant agitation. The suspensions were centrifuged for 5 min at 5000 g at 4 °C, and glucose was determined by the Glucose (GO) Assay Kit (Sigma-Aldrich).

### HPLC analysis of amino acid content

The aerial and root parts of 3-day-old BR-F microcolonies were separated as described above, with additional washing of root cells with distilled H_2_O, and total intracellular amino acids were extracted from cell suspensions in water by boiling for 5 min. The concentration was determined by HPLC with precolumn derivatization by OPA (o-phthaldialdehyde) [9, 54] with a ZORBAX Eclipse AAA, 3.5 μm, 4.6 × 75 mm reverse phase column (Agilent), and fluorescence detection.

## Additional files

Additional file 1: **Figure S1.** Position clustering of differently expressed genes on chromosomes. **Figure S2.** Intracellular amino acids in aerial and root cells. (PDF 525 kb)

Additional file 2: **Table S1.** Log ratios and *p*-values from DESeq analysis of read counts. **Table S2.** Genes and lncRNAs expressed at a higher level in aerial cells. **Table S3.** Genes and lncRNAs expressed at a higher level in roots. **Table S4.** *S. cerevisiae* orthologs of *C. albicans* secreted proteins. **Table S5.** Mapping and relative expression of lncRNA to lncRNA loci in GTF file. **Table S6.** All lncRNAs upregulated 2-fold in aerial or root and lying within 1.5 kB of a coding gene. **Table S7.** Yeast strains used in this study. **Table S8.** Primers and plasmids used in this study. (XLSX 2047 kb)

## Abbreviations

2PE-CM: Two-photon excitation confocal microscopy
CUTs: Cryptic unstable transcripts
ECM: Extracellular matrix
FDR: False discovery rate
GO: Gene Ontology
lncRNA: long non-coding RNA
MUTs: Meiotic unstable transcripts
PPP: Pentose phosphate pathway
RNA-seq: RNA sequencing
SUTs: Stable unannotated transcripts
TCA: Tricarboxylic acid
XUTs: Xrn1p-dependent unstable transcripts

How the deposited data were processed for this re-analysis (not part of the article)

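RNA from aerial and root cells of 3-day colony biofilms of strain BR-F was sequenced in 3 libraries per cell type. The authors mapped the reads to the SacCer3 genome and counted them per locus and strand with featureCounts, and the deposited values are these counts, not normalized and not filtered. The paper's text does not name how reads that match several loci were counted. All value columns of the table were used, so 0 were left out. A line that names no locus was left out, and 5917 of 6558 protein-coding identifiers matched the R64 annotation, from which gene symbols and positions were taken. Locus classes and lncRNA types were taken from the identifiers.

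Counts were analysed in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and tables and figures were made in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. Loci were kept by edgeR's filterByExpr, scaled by TMM factors of 0.871 to 1.09 and tested with edgeR's quasi-likelihood F test for root against aerial cells, with a common dispersion of 0.0574. A prior count of 2 was used for log2 CPM. Adjusted p-values are from edgeR with Benjamini-Hochberg adjustment over all loci tested, and for gene sets from limma's camera with a preset correlation of 0.01 over 14 sets. Shares of counts were compared by exact permutation tests, and chromosomes by shuffling genes. A fold change against cells with at most 3 counts in every library is given as a lower bound against that floor. Wilson intervals and this floor cover counting error only, and the paper's text describes no molecular identifiers.

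The genes named are those that the paper names in its results text, Table 1, Fig. 3a or Fig. 5 where a result needs them, the 5 protein-coding genes with the largest fold change in each direction among those past the adjusted threshold without overlap of CPM between the cell types, and the 3 lncRNAs in each direction chosen the same way. Single results for some of the genes named in the paper are not reported here. Genes at the ends of the range of a gene set, loci with most counts, genes least stable when a library was left out and the members called of the haploid- and mating-specific set were named after their values were seen. Gene sets were taken by symbol, and the sets, the main test and the alternatives were written down before the data were examined, except the likelihood ratio test, which was added after the counts of calls had been seen, and the test of the haploid- and mating-specific set without the genes that the paper lists, added after the result of that set had been seen.

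The alternatives were DESeq2 with and without shrunken fold changes, DESeq2-type size factors, upper quartile normalization, library sizes alone, TMM factors computed on protein-coding loci, no filter, at least 10 counts in every library, a test against a fold change of 1.2 (glmTreat), a fold change cutoff of 1.5, replicate number as a block, adjustment within each class of locus, retrotransposon ORFs left out, and each of the 6 libraries left out in turn. For gene sets, fry and camera with an estimated correlation were run, for shares the 10 loci with most counts were left out, for distances Spearman's rho and the Poisson distance were used, for windows along chromosomes 15 genes in place of 30, and for lncRNA types another assignment of loci named after genes.

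The procedure was tested on simulated data with 7971 loci, of which 200 were changed. edgeR called 186 of the 199 changed loci that were tested and 5 unchanged loci, and DESeq2 called 175 and 1. Of the 14 simulated sets, the 1 that was shifted by 0.5 on the log2 scale was called and none of the others was. The simulated genes were independent, so the simulation does not test for correlation within sets. Copies of named genes were found with BLAST among the R64 coding sequences.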

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

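Only the test without the genes that the paper lists was chosen after the result was seen. The set of haploid- and mating-specific genes, which the paper does not discuss, had a median log2 fold change of -0.70 (limma's camera, adjusted p = 0.000500; range over the alternatives 8.08e-05 to 0.274). Of 24 genes tested, 22 were higher in aerial cells. Over all loci tested 6 were called, namely HO, FAR1, STE18, STE3, NEJ1 and AXL1, and 7 when adjusted over the list alone. Of the genes called, all but NEJ1 are listed in Table 1 for aerial cells. The set was singled out because the paper does not discuss it as a group, and a shift was also seen in the members that the paper does not list. Without the listed genes the 19 others had a median of -0.56, with an adjusted p of 0.0114 in camera, 0.00529 in fry and 0.274 with the correlation estimated from the libraries. STE2 (0.23) and MSG5 (0.61) were higher in root cells. The set stayed past the threshold with fry (0.00852) but not with the correlation estimated from the libraries (0.274). With each library left out the median lay from -0.77 to -0.59, but some calls depended on single libraries, the adjusted p being 0.142 for HO without root replicate 2, 0.116 for STE18 without aerial replicate 3 and 0.110 for NEJ1 without root replicate 2, and AXL1 being at -0.99, short of 2-fold, without aerial replicate 2.

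Low abundance as the cause is argued against by random lists matched on mean expression, since a share of 0.0003 of 10000 had a median as low, around a matched median of -0.05. A trend on gene length or GC content is argued against as well, since the median stayed at -0.72 and -0.88 after each trend was removed. The genes are expressed at a low level, with a mean of 15.1 CPM in aerial and 12.3 CPM in root cells, which limits what single genes show. BR-F is a diploid, and the design names only the cell type. A change of regulation in aerial cells and the presence of cells of another mating type among them both stay open, and neither was tested.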

How the results depend on the processing

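The likelihood ratio test and the test of haploid- and mating-specific genes without the genes that the paper lists were chosen only after the results were seen. Of the results that answer a comparison, 504 values under alternatives kept their direction and their side of the threshold or moved little. The cause of the changes given next was not tested, apart from the number of loci past the Bonferroni threshold. With DESeq2 and shrunken fold changes, 712 protein-coding and 73 lncRNA loci passed the Bonferroni threshold, against 60 and 4 with edgeR's quasi-likelihood test. Mitochondrial ribosomal proteins fell short of the threshold at 0.24 (adjusted p = 0.114), while peroxisome genes at -0.30 and hexose transporters at 0.24 passed it (adjusted p = 0.0492 for both), and the share of Table 1 genes called was 100%, also when adjusted over the list alone. Without shrinkage DESeq2 gave 716 and 72 loci, mitochondrial ribosomal proteins at 0.26 (adjusted p = 0.114) and again 100% of Table 1 genes. edgeR's likelihood ratio test gave 701 and 111 loci, and 99.8% of Table 1 genes, or 100% adjusted over the list alone.

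The other alternatives changed the following results. Upper quartile normalization left 2 lncRNA loci past the Bonferroni threshold, brought peroxisome genes past the threshold at -0.36 (adjusted p = 0.0477) and gave 95.0% of Table 1 genes, or 97.5% adjusted over the list alone. Library sizes alone left 2 lncRNA loci. TMM factors from protein-coding loci gave peroxisome genes at -0.32 (adjusted p = 0.0482). Without the filter 93 protein-coding loci passed the Bonferroni threshold, peroxisome genes stood at -0.32 (adjusted p = 0.0461) and 100% of Table 1 genes were called when adjusted over the list alone. At least 10 counts in every library, which tests fewer lncRNA loci, gave 219 lncRNA loci at an unadjusted p below 0.05 and 198 calls, 90 higher in root and 108 in aerial cells. A test against a fold change of 1.2 gave 2371 protein-coding loci and 95.8% of Table 1 genes. A fold change cutoff of 1.5, which by construction admits more loci, gave 2332 protein-coding loci at an unadjusted p below 0.05, 1985 calls, of which 948 were higher in aerial cells, and 654 lncRNA loci. Adjustment within each class gave 11 lncRNA loci past the Bonferroni threshold.

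No pairing by replicate number was seen. The profiles of aerial and root libraries with the same number, each relative to the mean of its cell type, correlated across loci at -0.14, 0.14 and -0.04. Pairs with other numbers ranged from -0.300 (aerial replicate 3 with root replicate 2) to 0.361 (aerial replicate 3 with root replicate 1). With 3 libraries per cell type such correlations cannot exclude pairing. The paper's text does not say which aerial and root samples came from the same colonies. Replicate number as a block gave 92 protein-coding loci past the Bonferroni threshold and mitochondrial ribosomal proteins at 0.28 (adjusted p = 0.0535).

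Without the 10 loci with most counts the lncRNA share was 1.69% in aerial and 1.49% in root libraries, and in root libraries the share of other nuclear loci was 97.2% and that of retrotransposon ORFs 0.478%. The ratio of distances between and within cell types was 1.82, and 3.32 with Spearman's rho and 3.61 with the Poisson distance. With the correlation estimated by camera, 10 sets fell short of the threshold, with adjusted p from 0.274 to 0.648 and medians as before, cytosolic ribosomal proteins 1.46, mitochondrial ribosomal proteins 0.25, ribosome biogenesis 1.26, RNA polymerase I and III 1.19, amino acid biosynthesis 1.07, purine and pyrimidine biosynthesis 1.41, meiosis and sporulation -1.80, heat shock proteins and chaperones -1.28, proteasome -0.37 and haploid- and mating-specific genes -0.70. Without the genes that the paper lists, haploid- and mating-specific genes stood at -0.56, and with the estimated correlation they fell short as well (adjusted p = 0.274). With fry, mitochondrial ribosomal proteins (0.25, adjusted p = 0.257) and the proteasome (-0.37, adjusted p = 0.0787) fell short, while peroxisome genes (-0.31, adjusted p = 0.0102) and hexose transporters (0.19, adjusted p = 0.00852) passed.

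Across the 6 fits that each left out a library, and so tested fewer samples, protein-coding loci past the Bonferroni threshold ranged from 10 to 220, lncRNA calls from 186 to 438, lncRNA loci past the Bonferroni threshold from 0 to 4 with at least 407 at an unadjusted p below 0.05, lncRNA loci higher in root from 81 to 212 and in aerial cells from 101 to 266. The share of SUTs higher in aerial cells ranged from 41.8 to 61.8%. The share of Table 1 genes called ranged from 78.1 to 91.8%, or from 86.6 to 95.5% adjusted over the list alone, with the stated direction kept by every gene. Medians ranged from 0.0480 to 0.34 for mitochondrial ribosomal proteins, from -0.36 to -0.19 for peroxisome genes and from -0.0249 to 0.30 for oxidative phosphorylation, which reversed to -0.0249 without root replicate 1. FLO11 ranged from -1.37 to 0.0669, the value without aerial replicate 1, where its direction reversed. Of 135 single genes followed, 38 changed sides of the threshold in at least 1 fit. Leaving out a library made 90 results weaker and 7 stronger, and the other settings made 16 weaker and 18 stronger.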

Differences from the paper's values

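The likelihood ratio test was chosen only after the values were seen, and all other alternatives named here were set before the data were examined. A count is said to come near the paper's where neither is more than 1.5 times the other, which can leave most of a gap in place. The paper's number of protein-coding genes past the Bonferroni correction is 714, against 60 here. It came near at 712 with DESeq2 and shrunken fold changes and 716 with DESeq2 without shrinkage, and at 701 with the likelihood ratio test, chosen after seeing the values. With the other alternatives it did not. For lncRNA the paper's number past the Bonferroni correction is 68, against 4 here, and it came near at 73 with DESeq2 and shrunken fold changes and 72 with DESeq2 without shrinkage and with no other alternative. The paper's number of lncRNAs past the false discovery rate is 229, against 348 here. It came near at 338 with DESeq2 and shrunken fold changes, 341 with upper quartile normalization, 198 with at least 10 counts in every library, 289 with adjustment within each class, 233 without aerial replicate 3, 186 without root replicate 1, 232 without root replicate 2 and 210 without root replicate 3, and not with the other alternatives.

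By type, the paper's number of MUTs higher in root cells is 7, against 4 here, and it came near at 7 with DESeq2 and shrunken fold changes, 7 with DESeq2 without shrinkage, 8 with no filter, 5 with the test against a fold change of 1.2, 5 with a fold change cutoff of 1.5, 7 without aerial replicate 1, 7 without aerial replicate 3 and 6 without root replicate 2. The paper's number of CUTs higher in root cells is 55, against 34 here, and it came near at 41 with DESeq2 and shrunken fold changes, 42 with DESeq2 without shrinkage, 55 with no filter, 41 with the test against a fold change of 1.2, 37 with replicate number as a block, 42 with a fold change cutoff of 1.5, 45 with the other assignment of loci named after genes, 61 without aerial replicate 1, 41 without aerial replicate 2, 39 without aerial replicate 3 and 47 without root replicate 2. The likelihood ratio test, chosen after seeing the values, gave 38. For CUTs higher in aerial cells the paper's number is 11, against 7 here, and it came near at 9 with DESeq2 without shrinkage, 9 with upper quartile normalization, 8 with library sizes alone, 13 with no filter, 11 with the test against a fold change of 1.2, 11 with a fold change cutoff of 1.5, 12 with the other assignment of loci named after genes, 11 without aerial replicate 1, 13 without aerial replicate 2 and 9 without root replicate 3. For each of these types the count did not come near with the remaining alternatives set before the data were examined. The test against a fold change of 1.2 and the fold change cutoff of 1.5 count loci at another threshold than the paper's 2-fold, so their counts do not account for a gap.

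The paper's shares of reads on retrotransposons are 10.1% in aerial and 7.1% in root cells, against 0.354% and 0.439% of the counted reads here. The paper's shares on lncRNA loci are 21.1% and 19.4%, against 4.97% and 4.42% here. The paper gives shares of mapped reads and the values here are shares of reads counted on a locus. However, the classes that the paper lists leave no share for intergenic reads. Its reads per sample are also near the sums of counts here. Both argue against the denominator as the cause of the gap, which stays open. Leaving out the 10 loci with most counts, the alternative set before the data were examined for these shares, brought none of them within 1.5 times the paper's share. The paper also states that a higher share of aerial than of root reads fell on retrotransposons, whereas the mean share was lower in aerial libraries here. The shares overlapped, with 0.420% in aerial replicate 2 and 0.395% in root replicate 3 (exact permutation test, p = 0.200), so neither direction was established.

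The paper states that ACS1, ENO1, HXT6, HXT10, SGA1, GLC3 and GAT4 are higher in aerial cells and PDC1 in root cells. All had that direction here and none passed the adjusted threshold, at 0.109 for ACS1, 0.0554 for ENO1, 0.122 for HXT6, 0.0514 for HXT10, 0.141 for SGA1, 0.109 for GLC3, 0.178 for GAT4 and 0.226 for PDC1. The paper's criterion is an unadjusted p below 0.05, so the thresholds are unlike. In edgeR's test the adjusted p of 0.112 of AGA1 went with an unadjusted p of 0.0479. ACS1, ENO1, HXT10 and GLC3 had smaller adjusted p, so they lay below an unadjusted 0.05. Of these, ACS1 and GLC3 changed less than 2-fold. The adjusted p of 0.120 of MFA2 went with 0.0521, so HXT6, SGA1, GAT4 and PDC1 lay above 0.05. ACS1 passed the adjusted threshold at 0.0253 with DESeq2 and shrunken fold changes, 0.0253 with DESeq2 without shrinkage, 0.0156 without aerial replicate 2 and 0.0371 with the likelihood ratio test. ENO1 passed at 0.00295 with DESeq2 and shrunken fold changes, 0.00296 with DESeq2 without shrinkage, 0.0323 with library sizes alone, 0.0480 with no filter, 0.00345 without aerial replicate 2 and 0.00926 with the likelihood ratio test. HXT6 passed at 0.0374 with DESeq2 and shrunken fold changes, 0.0375 with DESeq2 without shrinkage and 0.00315 without aerial replicate 2. HXT10 passed at 0.0113 with DESeq2 and shrunken fold changes, 0.0113 with DESeq2 without shrinkage, 0.0475 with DESeq2-type size factors, 0.0426 with upper quartile normalization, 0.0479 with no filter, 0.0243 with replicate number as a block, 0.0486 without aerial replicate 1, 0.0298 without root replicate 3, 0.0464 with adjustment within each class and 0.0176 with the likelihood ratio test. GLC3 passed at 0.0362 without aerial replicate 2 and PDC1 at 0.0333 without aerial replicate 1. No setting brought SGA1 or GAT4 past it. The likelihood ratio test among these settings was chosen after seeing the values.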

Other observations

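The tests of library depth, loci with many counts and the share of root RNA and the likelihood ratio test were chosen only after the result was seen, while DESeq2-type size factors were an alternative set before the data were examined and were turned to the Bonferroni counts only after these were seen. The aerial/root split was compared with the other splits of the 6 libraries into 3 and 3. Of the 10 splits, 1 gave as many protein-coding calls and 1 as many lncRNA calls, the real split itself. The real split gave 1245 and 348 calls, with 1326 protein-coding and 409 lncRNA loci at an unadjusted p below 0.05. The other splits gave 0 protein-coding and 0 lncRNA calls, with 2 to 100 protein-coding and 4 to 58 lncRNA loci at an unadjusted p below 0.05. For gene sets, 4 of the 10 splits placed as many past camera's threshold. With fry the real split placed 11 sets past the threshold and the others 0, with 0 at an unadjusted p below 0.05. With the correlation estimated by camera the real split placed 1 and the others 0, with at most 1 at an unadjusted p below 0.05. With 10 splits the share cannot fall below 0.1, so the rank of the real split alone cannot exclude chance. The sizes, 1245 and 348 calls against 0 and 0, do not decide this either. Every other split mixes both cell types in each group, so a difference between them widens the spread within groups and lowers the calls. The counts of loci show that the libraries separate along the aerial/root split and no other. CPM did not overlap between the cell types at 48.5% of loci, against the 10% that chance gives. Loci of a library are not independent, so these values add no replicates. That 4 of the 10 splits placed as many gene sets past camera's threshold does not measure chance. The other splits keep part of the aerial/root difference.

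Trends of the log2 fold change on gene length or GC content are argued against as the whole cause of the shifts of gene sets. Of the 11 sets past camera's threshold, 10 kept their sign and more than 50% of their median after the trend on gene length was removed, and 11 after that on GC content. The exception was the set of mitochondrial ribosomal proteins, which fell from 0.25 to 0.11, so gene length stays open for that set. Low abundance is argued against for meiosis and sporulation genes and for MUTs, since lists matched on abundance had medians of -0.00437 and 0.0550, and the share with a median as low was 0.0001 for both, the smallest that 10000 lists can give.

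Reads counted on the opposite strand would make antisense loci follow their sense genes. Across 235 pairs, which are not independent replicates, Spearman's rho of the log2 fold changes was -0.209, and -0.285 for the 79 pairs with the most abundant sense genes. Both loci were called in 11 pairs, 9 of them in opposite directions. No biological explanation of this relation was tested.

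The difference between tests in the number of protein-coding loci past the Bonferroni threshold was followed further. DESeq2-type size factors in edgeR gave 70 loci, which argues against normalization. The likelihood ratio test, which makes no allowance for the uncertainty of the dispersion, gave 701, in line with that allowance as a candidate explanation of the difference.

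Aerial libraries lay farther apart than root libraries. The smallest aerial distance was 1.61 times the largest root distance after all libraries were thinned to the same total, and 1.64 times without the 10 loci with most counts, which argues against depth and against a few loci as the cause. If root cells were mixed into some aerial samples, the difference between a pair of aerial libraries would follow the root/aerial difference. In the pair farthest apart this correlation across loci was -0.0916, which argues against mixing as the cause of that distance. In the other 2 aerial pairs it was 0.296 and 0.389. Relative to aerial replicate 3, the median over 119 genes higher in root cells implies a share of root RNA of 8.29% in aerial replicate 1. In aerial replicate 2 the median over 225 such genes implies a share of 27.7%, from which single genes can differ. Genes higher in aerial cells fell by 0.873 times the fall that this share allows in aerial replicate 2, so root cells may have been mixed into that sample. In aerial replicate 1 the ratio was 7.33, and a mixed sample and another state of its aerial cells cannot be told apart, since a single library decides. Differences of state among aerial cells of separate cultures were not tested and stay open for both.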
